# Deletion of the *Lmna* gene in fibroblasts causes senescence-associated dilated cardiomyopathy by activating the double-stranded DNA damage response and induction of senescence-associated secretory phenotype

**DOI:** 10.20517/jca.2022.14

**Published:** 2022-06-10

**Authors:** Leila Rouhi, Gaelle Auguste, Qiong Zhou, Raffaella Lombardi, Melis Olcum, Kimia Pourebrahim, Sirisha M. Cheedipudi, Saman Asghar, Kui Hong, Matthew J. Robertson, Cristian Coarfa, Priyatansh Gurha, Ali J. Marian

**Keywords:** Fibroblasts, senescence, fibrosis, apoptosis, lamin A/C, heart failure, cardiomyopathy

## Abstract

**Introduction:**

Mutations in the *LMNA* gene, encoding Lamin A/C (LMNA), are established causes of dilated cardiomyopathy (DCM). The phenotype is typically characterized by progressive cardiac conduction defects, arrhythmias, heart failure, and premature death. DCM is primarily considered a disease of cardiac myocytes. However, LMNA is also expressed in other cardiac cell types, including fibroblasts.

**Aim:**

The purpose of the study was to determine the contribution of the fibroblasts to DCM caused by LMNA deficiency.

**Methods and Results:**

The *Lmna* gene was deleted by crossing the platelet-derived growth factor receptor α-Cre recombinase (*Pdgfra-Cre*) and floxed *Lmna* (*Lmna*^F/F^) mice. The LMNA protein was nearly absent in ~80% of the cardiac fibroblasts and ~25% of cardiac myocytes in the *Pdgfra-Cre:Lmna*^F/F^ mice. The *Pdgfra-Cre:Lmna*^F/F^ mice showed an early phenotype characterized by cardiac conduction defects, arrhythmias, cardiac dysfunction, myocardial fibrosis, apoptosis, and premature death within the first six weeks of life. The *Pdgfra-Cre:Lmna*^wild type/F^ (*Lmna*^W/F^) mice also showed a similar but slowly evolving phenotype that was expressed within one year of age. RNA sequencing of LMNA-deficient and wild-type cardiac fibroblasts identified differential expression of ~410 genes, which predicted activation of the TP53 and TNFA/NFκB and suppression of the cell cycle pathways. In agreement with these findings, levels of phospho-H2AFX, ATM, phospho-TP53, and CDKN1A, markers of the DNA damage response (DDR) pathway, were increased in the *Pdgfra-Cre:Lmna*^F/F^ mouse hearts. Moreover, expression of senescence-associated beta-galactosidase was induced and levels of the senescence-associated secretory phenotype (SASP) proteins TGFβ1, CTGF (CCN2), and LGLAS3 were increased as well as the transcript levels of additional genes encoding SASP proteins in the *Pdgfra-Cre:Lmna*^F/F^ mouse hearts. Finally, expression of pH2AFX, a bonafide marker of the double-stranded DNA breaks, was increased in cardiac fibroblasts isolated from the *Pdgfra-Cre:Lmna*^F/F^ mouse hearts.

**Conclusion:**

Deletion of the *Lmna* gene in fibroblasts partially recapitulates the phenotype of the LMNA-associated DCM, likely through induction of double-stranded DNA breaks, activation of the DDR pathway, and induction of expression of the SASP proteins. The findings indicate that the phenotype in the LMNA-associated DCM is the aggregate consequence of the LMNA deficiency in multiple cardiac cells, including cardiac fibroblasts.

## One sentence summary

Cardiac fibroblasts contribute to the pathogenesis of DCM - associated with LMNA deficiency through activation of the senescence-associated secretory phenotype.

## INTRODUCTION

Heart failure is a major cause of mortality and morbidity in the world, affecting over 60 million people globally^[1,2]^. Hereditary cardiomyopathies are major causes of heart failure and sudden cardiac death^[1,3]^. Hereditary dilated cardiomyopathy (DCM) comprises a genetically heterogeneous group of disorders characterized by cardiac dilatation and systolic dysfunction^[4]^. Mutations in the *LMNA* gene, encoding nuclear envelope protein Lamin A/C (LMNA), are important causes of hereditary DCM^[4-7]^.

LMNA is expressed ubiquitously in almost all differentiated cells, including cardiac myocytes and fibroblasts^[8]^. Mutations in the *LMNA* gene cause a diverse array of clinical phenotypes, in addition to DCM, which are collectively referred to as laminopathies^[9,10]^. In accord with the ubiquitous expression of the *LMNA* gene in various cell types, the phenotypes in laminopathies are the aggregate consequences of the expression of the causal mutations in multiple cell types, tissues, and organs.

Cardiac involvement in laminopathies is common and typically manifests with DCM, atrial and ventricular conduction defects, supraventricular and ventricular arrhythmias, and sudden cardiac death^[6,7]^. DCM is the major cause of morbidity and mortality in laminopathies, particularly in the subset that predominantly involves the striated muscles^[5-7,11-13]^. *LMNA* mutations have been identified in up to 10% of the patients with familial DCM^[6,7]^. There is no specific therapy for laminopathies, including DCM- associated with the *LMNA* mutations.

The heart is a cellularly heterogeneous organ. Cardiac myocytes are considered the main cell type involved in the LMNA-associated DCM, a notion that is in accord with cardiomyopathies being considered mainly the diseases of the cardiac myocytes. Consequently, the contributions of other cardiac cell types, such as cardiac fibroblasts that also express the mutant LMNA to the pathogenesis of DCM, have remained unexplored. The purpose of the present study was to delineate the contribution of cardiac fibroblasts to the pathogenesis of DCM observed in laminopathies. Therefore, the *Lmna* gene was deleted in fibroblasts in mice upon expression of the Cre recombinase under the transcriptional controls of the platelet-derived growth factor receptor-α (*Pdgfra*) locus, which tags most of the fibroblasts in the heart. The ensuing cardiac phenotype was characterized in the *Lmna* heterozygous and homozygous mice.

## METHODS

### Data sharing and availability:

RNA-Seq data have been deposited in the public database GEO (Available online: https://www.ncbi.nlm.nih.gov/gds, GSE199078). Additional data about the present article are available from the corresponding author upon request.

### Regulatory approvals:

Animal procedures were in full compliance with the NIH Guidelines for the Care and Use of Laboratory Animals and approved by the Animal Care and Use Committee of the University of Texas Health Science Center - Houston (AWC-21-0015).

### Anesthesia and euthanasia:

Anesthesia was induced upon inhalation of 3% isoflurane and was maintained by inhalation of 0.5%-1% isoflurane throughout the procedures. Mice were euthanized with CO_2_ gas inhalation followed by cervical dislocation.

### Deletion of the *Lmna* gene in fibroblasts:

To delete the *Lmna* gene in fibroblasts, mice carrying floxed exon 2 of the *Lmna* gene (*Lmna*^F/F^) were crossed to the *Pdgfrα-Cre* BAC transgenic mice (JAX stock No: 013148)^[14,15]^. PDGFRA marks most of the cardiac fibroblasts, as indicated by its co-expression with collagen 1 (COL1A1) in more than 2/3rd of the isolated cardiac fibroblasts^[16]^. The *Pdgfrα-Cre:Lmna*^F/F^ and *Pdgfrα-Cre:Lmna*^W/F^ mice were generated along with the littermates that carried only the wild-type alleles (WT). The experimental groups included the WT, *Pdgfrα-Cre, Pdgfrα-Cre:Lmna*^W/F^, *Pdgfrα-Cre:Lmna*^F/F^ mice, which were matched for age and sex as properly applicable. Mice were housed in a 12-hours light/night cycle facility with food and water available *ad libitum*. DNA extracted from the tail clip was used for genotyping by PCR. The list of the oligonucleotide primers used for genotyping is presented in Supplementary Table 1.

### Survival:

Kaplan-Meier survival plots for the WT, *Pdgfrα-Cre, Pdgfrα-Cre:Lmna*^W/F^, and *Pdgfrα-Cre:Lmna*^F/F^ mice were constructed, and the survival rates were compared by the log-rank test.

### Bodyweight:

Body weight was measured weekly after two weeks of age in each mouse and compared among the WT, *Pdgfrα-Cre, Pdgfrα-Cre:Lmna*^W/F^, and *Pdgfrα-Cre:Lmna*^F/F^ mice.

### Metabolic panel:

Blood was collected from the retroorbital vein for the assessment of plasma metabolic panels, comprised of indices of kidney and liver functions as well as electrolytes, glucose, and lipid levels, in mice kept fast overnight.

### Echocardiography:

Cardiac size and function were assessed in age- and sex-matched mice in each of the four experimental groups by 2D, M mode, and Doppler echocardiography, as published using a Vevo 1100 ultrasound imaging system equipped with a 22-55 MHz MicroScan transducer (MS550D) (FUJIFILM VisualSonics Inc., Toronto, ON, Canada)^[17-19]^.

Echocardiography was performed in six weeks old WT, *Pdgfrα-Cre, Pdgfrα-Cre:Lmna*^W/F^, and *Pdgfrα-Cre:Lmna*^F/F^ mice. The selection of the time point was guided by the survival data, which enabled avoiding the potential confounding effects of the survival bias, as there was only sporadic death before six weeks of age. Echocardiography was also performed in 12 to 15 months old WT, *Pdgfrα-Cre*, and *Pdgfrα-Cre:Lmna*^W/F^ mice, given the late onset of the phenotype in the latter group. Finally, to identify the differentially expressed genes, before the onset of cardiac dysfunction, echocardiography was also performed in a subset of 3 to 4-week-old WT and *Pdgfrα-Cre:Lmna*^F/F^ mice, which were used for the isolation of cardiac fibroblasts and RNA-sequencing (RNA-Seq).

In brief, echocardiography was performed in mice lightly anesthetized with 0.5%-1% isoflurane inhalation. B-modes-guided M modes parasternal short-axis images were obtained in the supine position at the level of the tip of the papillary muscles. Left ventricular anterior wall thickness (LVAWT), LV posterior wall thickness (LVPWT), LV end-diastolic diameter (LVEDD), and LV end-systolic diameter (LVESD) were measured in 5 to 6 cardiac cycles using the leading-edge method, and the mean value of the measurements was calculated. LV fractional shortening and LV mass were calculated from the measured indices^[20]^. Echocardiographic measurements were indexed to body weight, as body weight is a strong determinant of indices of cardiac size, such as LVEDD, LVESD, and LVM. The corrected indices were defined as LVEDDI, LVESDI, and LVMI. Image acquisition and data analysis were performed without knowledge of the mouse genotype.

### Electrocardiography (ECG):

Two-lead precordial surface ECG was recorded by inserting subcutaneous needle electrodes into the upper right and left precordial area. During the recording, mice were kept lightly anesthetized using 0.5%-1% isoflurane and under constant monitoring on a 37 °C heated pad. Leads were connected to a PowerLab 4/30 System using an Animal Bio Amp module (ADInstruments, Colorado Springs, CO, USA). The rhythm was recorded and visualized using LabChart7 Software without knowledge of the genotype.

### Myocyte cross-sectional area (CSA):

To determine cardiac myocyte CSA, thin myocardial sections were stained with wheat germ agglutinin (WGA) to mark the extracellular matrix and myocyte boundaries, as published^[17,18]^. The total area unstained with WGA was determined using the Image J software (Available online: https://imagej.net) and used to calculate the myocyte CSA. Approximately 20,000 cells per mouse and 4 to 5 mice per genotype were analyzed.

### Myocardial Fibrosis:

Myocardial fibrosis was detected upon staining of thin myocardial sections with picrosirius red, as published^[17,18]^. Collagen volume fraction (CVF) was calculated as the percent area of the myocardial section stained positive for picrosirius red using the Image J software in 10 high magnification microscopic fields (×40) per section, in 6 sections per heart, and a minimum of 4 mice per each experimental group, as published^[17,18]^.

### Myocardial adipocytes:

To detect adipocytes in the heart, thin myocardial sections were prepared from the paraffin-embedded tissues and subjected to antigen retrieval upon treatment with 10 mM of boiling sodium citrate (pH 6.0). The sections were incubated overnight with an anti-perilipin 1 (PLIN1) antibody to identify lipid-containing adipocytes (Cell Signaling Technology, cat. # 9349), as published^[19]^. Further, sections were washed with PBS, incubated with the secondary antibody conjugated to Alexa 594, and counterstained with 4′,6 Diamidino-2-phenylindole dihydrochloride (DAPI, Sigma-Aldrich St Louis, MO; cat. # D8417) at 1 μg/mL concentration to mark the nuclei. After mounting the sections in fluorescence mounting media (DAKO, cat. # S3023), they were imaged using a Zeiss Axioplan fluorescence microscope. The number of PLIN1-stained adipocytes was counted in 10 high magnification fields (×40) per section and 6 sections per heart, and at least 4 hearts per genotype. The mean numbers of the adipocytes per section were compared among the groups.

### TUNEL assay:

Cells undergoing apoptosis in the myocardium were detected using the terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) assay and the In-Situ Cell Death Detection Fluorescein Kit, as published^[18,21]^. The number of cells stained positive for the TUNEL assay was determined in approximately, 10,000 cells per heart and in 5 to 6 hearts per genotype, and the percentages were compared.

### Isolation of cardiac fibroblasts:

Mice were anesthetized with an intraperitoneal injection of pentobarbital (62 mg/kg, ip) and anti-coagulated upon IP administration of 200 units of heparin. The heart was harvested, rinsed in a cold PBS buffer, and cannulated through the ascending aorta. The cannula was positioned above the aortic valves and connected to a retrograde perfusion system. The heart was perfused with PBS at a constant rate of 4 mL/min until blood was fully rinsed. Then, collagenase II (Worthington, Lakewood, NJ) was added to the perfusion buffer at 25 mg/25 mL of 250 units/mL solution, and the heart was perfused until complete softening of the myocardium (typically for about 8 minutes). The heart was then minced into small pieces in the collagenase buffer and cells were dissociated by gentle pipetting. Upon complete dissociation of the tissue, the collagenase activity was stopped by adding calf serum (10% in the final volume), and the cell suspension was passed through a 40 μm mesh cell strainer to remove the debris. The cells were then centrifuged at 300 *g* for 10 min at 4 °C, and the pellet was resuspended in a MACS buffer (Miltenyi Biotec, Bergisch Gladbach, Germany; cat. # 130-091-221) and washed with PBS. The cells were then incubated with an antibody against PDGFRA (cat. # 17-1401-81, eBioscience) and a cocktail of mouse lineage antibodies (cat. # 561301, BD Pharmingen, BD Horizon™ V450 Mouse Lineage Antibody Cocktail, with Isotype Control) for 1 h at 4 °C in the dark. Following antibody treatment, 4′,6 Diamidino-2-phenylindole dihydrochloride (DAPI, cat. # D8417, Sigma-Aldrich) was added at 0.1 mg/mL to the cell suspension for 10 minutes. The unbound antibodies and excess DAPI were removed by washing the cells twice in the MACS buffer. The cell suspension was passed through a mesh strainer before sorting through a FACS-Aria flow cytometer (BD Pharmingen, San Diego, CA). Cells were sorted to isolate living (DAPI^neg^) and hematopoietic lineage negative (Lin^neg^) cells that expressed PDGFRA (PDGFRA^pos^ cells). Unlabeled cells, as well as cells stained with the appropriate isotype IgG controls (cat. # 17-4321, eBioscience, APC Rat IgG2a K Isotype Control), were included as controls.

### Cardiac myocyte isolation:

Cardiac myocytes were isolated as published^[17-19,22]^. In brief, the heart was excised from the anesthetized mice and perfused retrogradely with the digestion collagenase buffer at a concentration of 2.4 mg/mL concentration at a flow rate of 4 mL/min (Worthington cat. # LS004176). Following the enzymatic digestion, the heart was minced in a 10% calf serum, 12.5 μM CaCl_2_, and 2 mM ATP buffer, and the cell suspension was filtered through a 100 μm cell strainer. Cardiac myocytes per precipitated by centrifugation at 20 *g* and re-introduction of an increasing concentration of calcium in a stepwise fashion with a final concentration of 900 μM added to the stop buffer. Then, the cardiac myocytes were suspended in a Qiazol reagent (Qiagen cat. # 79306) for RNA extraction, in a protein extraction buffer for immunoblotting, or fresh frozen in isopentane for immunofluorescence studies.

### Immunoblotting.

Total protein was extracted from cardiac fibroblasts, quantified by the Bradford assay, and was used for immunoblotting, as published^[18,21,23]^. Approximately 50 μg aliquots of the protein extracts were loaded onto polyacrylamide gels, separated by electrophoresis, transferred to a nitrocellulose membrane, and probed with the desired antibody. The primary and secondary antibodies used are listed in Supplementary Table 1.

### Immunofluorescence:

To detect the expression and localization of the protein of interest, thin myocardial frozen sections were prepared and probed with specific primary antibodies as published^[19]^. The antibodies used for the immunofluorescence studies are listed in Supplementary Table 1.

### Senescence β-galactosidase staining:

Senescence β-galactosidase staining kit (Cell Signaling Technology, cat. # 9860) was used to detect β-galactosidase activity according to the manufacturer’s protocol. Briefly, thin fresh frozen myocardial sections were fixed using the 1X fixative solution for 15 min and washed twice with 1X PBS. The fixed sections were incubated with the β-galactosidase solution in a sealed humid box overnight at 37 °C in a dry incubator (no CO_2_). The sections were rinsed with PBS, counterstained with Eosin, and mounted using 70% glycerol for long-term storage. The images were taken using a 2× magnification using an Olympus BX40 microscope.

### RT-PCR:

To detect and compare transcript levels of the selected genes, RT-PCR was performed as published^[17,19]^. In brief, total RNA was extracted using the miRNeasy Mini Kit (cat. # 217004, Qaigen Inc.), treated with DNase, and reverse transcribed into cDNA using the High-Capacity cDNA Reverse Transcription Kit (Life Tech, cat. # 4368814). The RT-PCR was performed using the TaqMan gene expression assays or SYBR Green specific primers. Glyceraldehyde-3-phosphate dehydrogenase (Gapdh) mRNA levels were used as loading controls for normalization. Gene expression was compared using the ΔCT method and the data were presented as normalized levels. The TaqMan probes and SYBR Green primers are listed in Supplementary Table 1.

### Sequencing (RNA-Seq):

RNA-Seq was performed on ribosome-depleted RNA isolated from cardiac fibroblasts, as published, with some modifications^[18,21,23]^. In brief, cardiac fibroblasts were isolated from the ventricular tissues and used for total RNA extraction. The RNA samples that had an RNA Integrity Number (RIN) of > 8 were used to generate strand-specific RNA sequencing libraries. The sequencing reaction was performed on an Illumina instrument, and 150 bp paired-end reads were generated and aligned to the mouse reference genome build mm10 using HISAT2^[24]^. The GENCODE program (Available online: https://www.gencodegenes.org/mouse/) was used to annotate the aligned read pairs. Read counts were determined using the featureCounts upon RUV normalization, and the differentially expressed genes (DEGs) were identified using the DESeq2 program in the R package (Available online: https://www.r-project.org/)^[25,26]^. A *Q*-value (Benjamini-Hochberg FDR-adjusted *P*-value) of < 0.05 was used to define the DEGs^[27]^.

### Pathway analysis:

The RNA-seq data were analyzed using GSEA to identify gene sets that were enriched in the RNA-Seq data, as compared to the curated gene sets for Hallmark and the canonical pathways of the Molecular signature database (MSigDB). An FDR of < 0.05 was used to identify significantly enriched pathways.

To identify transcriptional regulators (TRs) that were predicted to be activated or suppressed, the DEGs were overlapped with the curated genes in each transcriptional pathway using the Ingenuity pathway analysis (IPA) software. The predicated TRs were defined based on a *P*-value of < 0.05 and a *Z* score of greater than +2 or less than −2.

### Statistical analysis:

Data were analyzed for a Gaussian distribution using the Shapiro-Wilk normality test. Data following the Gaussian distribution were compared by the *t*-test or one-way ANOVA followed by Bonferroni pairwise comparisons. The data that deviated from a Gaussian distribution and the categorical data were analyzed by the Kruskal-Wallis and the Chi-Square test, respectively. Survival rates were analyzed by the Log-rank test. Statistical analyses were performed using Graph pad Prism 8 or STAT IC, 15.1.

## RESULTS

### The efficiency of deletion of the *Lmna* gene in cardiac fibroblasts:

To determine the efficiency of deletion of the *Lmna* gene, cardiac fibroblasts were isolated from the WT, *Pdgfra*-Cre, *Pdgfra-Cre:Lmna*^W/F^, and *Pdgfra-Cre:Lmna*^F/F^ mouse hearts and the protein extracts from these cells were probed with an anti-LMNA antibody. LMNA protein levels were reduced by about 89.21 ± 5.62 in the cardiac fibroblast isolated from the *Pdgfra-Cre:Lmna*^F/F^ and 17.12 ± 15.23 in the *Pdgfra-Cre:Lmna*^W/F^ mice as compared to the WT or *Pdgfra-Cre* mice [Figure 1A and B]. To exclude cross-contamination of the fibroblast fraction with other cardiac cell types and verify the authenticity of the protein isolates, the membranes were probed with the antibodies against cardiac troponin T (TNNT2), representing cardiac myocytes, and vimentin (VIM), representing fibroblasts. Whereas expression of TNNT2 was not detected by immunoblotting in the protein isolates from cardiac fibroblasts, VIM was abundantly expressed in the protein extracts from cardiac fibroblasts [Figure 1A].

To complement the findings, isolated cardiac fibroblasts were also co-immunostained with antibodies against LMNA and PDGFRA, as well as DAPI, the latter to stain the nuclei. Approximately 73.1% ±7.1% to 79.6% ± 3.7% of the isolated non-myocyte cardiac cells expressed PDGFRA showing no difference among the genotypes, as detected by immunofluorescence staining [Figure 1C and D]. All isolated non-myocyte cardiac cells expressing PDGFRA also expressed LMNA in the WT and *Pdgfra-Cre* groups, consistent with the ubiquitous expression of the LMNA in all post-natal cells [Figure 1C and E]. Expression of the LMNA was absent in 8.2% ± 4.8% of the non-myocyte cells expressing PDGFRA in the *Pdgfra-Cre:Lmna*^W/F^ mice, which is reflective of one copy of the *Lmna* gene being intact and expressing the LMNA protein. The LMNA expression was not detected in 79.5% ± 5.8% of the non-myocyte cells that stained positive for the PDGFRA in the *Pdgfra-Cre:Lmna*^F/F^ mice, indicating effective ablation of both copies of the *Lmna* gene in the isolated cardiac fibroblasts in the latter genotype [Figure 1C and E].

The *Pdgfra* locus is transcriptionally active in a small subset of cardiac myocytes during embryonic development but not in the adult heart^[16]^. To determine whether deletion of the *Lmna* gene under the transcriptional control of the *Pdgfra* locus (*Pdgfra-Cre* mice) also affects the expression of the LMNA protein in cardiac myocytes, protein extracts from adult mouse cardiac myocytes were probed for the expression of the LMNA protein by immunoblotting and immunofluorescence staining. The LMNA protein levels were unchanged in the *Pdgfra-Cre:Lmna*^W/F^ mouse myocytes but were reduced by ~30% in the *Pdgfra-Cre:Lmna*^F/F^ mouse myocytes [Figure 2A and B]. To assess the purity of the isolates, the membranes were probed with antibodies against TNNT2 and VIM, representing cardiac myocytes and fibroblasts, respectively. As would be expected, TNNT2 but not VIM was expressed in the cardiac myocyte protein isolates, as detected by immunoblotting [Figure 2A]. Immunofluorescence staining of isolated cardiac myocytes identified the absence of the LMNA protein in 29.28% ± 1.18% of cardiac myocytes [Figure 2C and D].

### Growth and survival:

The *Pdgfra-Cre:Lmna*^F/F^ mice exhibited growth retardation as evidenced by smaller body weight as compared to the WT and *Pdgfra-Cre* mice, whereas the *Pdgfra-Cre:Lmna*^W/F^ mice had a normal growth rate [Figure 3A and B]. Likewise, the *Pdgfra-Cre:Lmna*^F/F^ mice exhibited increased mortality starting at around 3-4 weeks of age and reaching 100% mortality by two months of age [Figure 3C]. The *Pdgfra-Cre:Lmna*^W/F^ mice also showed increased mortality, albeit later in life and reaching mortality of ~50% at 18 months of age [Figure 3D], whereas the WT and *Pdgfra-Cre* mice had normal survival rates.

### Metabolic panel:

Plasma levels of electrolytes, glucose, and indices of kidney and liver function were comparable among the WT, *Pdgfra-Cre:Lmna*^W/F^ and *Pdgfra-Cre:Lmna*^F/F^ mice, except for plasma levels of glucose, which was reduced in the *Pdgfra-Cre:Lmna*^F/F^ mice [Supplementary Table 2].

### Cardiac size and function:

The heart weight was smaller in the *Pdgfra-Cre:Lmna*^F/F^ mice, reflective of the smaller body size, while the heart weight/body weight ratio was increased in the *Pdgfra-Cre:Lmna*^F/F^ mice [Figure 3E-G]. There were no differences in the heart weight or heart weight/body weight ratio among the WT, *Pdgfra-Cre*, and *Pdgfra-Cre:Lmna*^W/F^ mice [Figure 3E-G]. To determine cardiac myocyte size, thin myocardial sections were stained with WGA, and cardiac myocyte CSA was calculated and indexed to heart weight as published^[22,28]^. Cardiac myocyte CSA was increased in the *Pdgfra-Cre:Lmna*^F/F^ mice [Figure 3H and I].

LV size and function were assessed by echocardiography at six weeks of age in all four groups and 12-18 months of age in the WT, *Pdgfra-Cre*, and *Pdgfra-Cre:Lmna*^W/F^ mice. The time point of six weeks was selected based on the survival data showing increased mortality after six weeks of age to avoid survival bias. At six weeks of age, the LVEDDI, LVESDI, and LVMI were increased and LVFS was markedly reduced in the *Pdgfra-Cre:Lmna*^F/F^ mice, as compared to the WT or *Pdgfra-Cre* mice [Table 1]. The *Pdgfra-Cre:Lmna*^W/F^ mice exhibited normal echocardiographic indices of cardiac size and function at six weeks of age, but when assessed at 12 to 18 months of age, the heterozygous mice exhibited LV dilatation and dysfunction, as indicated by increased LVESDI and LVFS, as compared to WT or *Pdgfra-Cre* mice [Table 2]. Likewise, LVMI was significantly increased in the *Pdgfra-Cre:Lmna*^W/F^ mice [Table 2].

### Cardiac arrhythmias:

Cardiac rhythm, monitored for about an hour in each mouse (8-12 mice per group), was notable for the presence of supraventricular and ventricular tachycardia as well as atrioventricular (AV) blocks in the Lmna-deficient mice [Figure 4]. Specifically, 4/12 *Pdgfra-Cre:Lmna*^F/F^ mice, monitored at six weeks of age, developed atrial fibrillation, 3/12 had non-sustained ventricular tachycardia and 1/12 had a narrow QRS tachycardia with apparent retrograde p wave [Figure 4]. The *Pdgfra-Cre:Lmna*^W/F^ mice did not show notable arrhythmias at six weeks of age; however, they exhibited ventricular arrhythmias and AV blocks, including complete heart block at 12-18 months of age [Figure 4].

### Myocardial fibrosis:

CVF, calculated from picrosirius red-stained thin myocardial sections, comprised 2.2% ± 0.8%, 2.0% ± 0.4%, 2.0% ± 0.6%, and 10.4% ± 5.2% of the myocardium in the six-week-old WT, *Pdgfra-Cre*, *Pdgfra-Cre:Lmna*^W/F^, and *Pdgfra-Cre:Lmna*^F/F^ mice, respectively [Figure 5A and B]. In agreement with increased CVF, levels of latent and mature TGFβ1, a major pro-fibrotic mitotic factor, were markedly increased in the *Pdgfra-Cre:Lmna*^W/F^ and *Pdgfra-Cre:Lmna*^F/F^ mouse hearts [Figure 5C and D]. In addition, transcript levels of a selected number of genes involved in myocardial fibrosis, namely, *Ctgf* (*Ccn2*), *Postn*, *Col1a1*, *Col5a2*, and *Timp*, quantified by RT-PCR, were also increased in the *Pdgfra-Cre:Lmna*^F/F^ mouse hearts [Figure 5E].

CVF was also quantified in 12-18 months old *Pdgfra-Cre:Lmna*^W/F^ mice, which comprised 5.3% ± 3.0% of the myocardium, as opposed to 1.7 ± 0.2 and 1.9% ± 0.1% in the WT and *Pdgfra-Cre* mice, respectively [Figure 5D and E]. Similarly, transcript levels of *Col1a1*, *Col3a1*, *Postn*, and *Ctgf* (*Ccn2*) were increased in the *Pdgfra-Cre:Lmna*^W/F^ mouse hearts, while levels of *Colsa2*, *Pcolce*, *Tgfb1*, and *Tgfb2* were unchanged [Figure 5H].

### Myocardial apoptosis:

The number of myocardial cells undergoing apoptosis, detected by the TUNEL assay, was increased in the myocardium of *Pdgfra-Cre:Lmna*^F/F^ mice at six weeks of age, as compared to the WT, *Pdgfra-Cre*, and *Pdgfra-Cre:Lmna*^W/F^ mice [Figure 6A and B]. Likewise, transcript levels of several genes involved in apoptosis, namely *Bnip3*, *Gadd45b*, *Gadd45g*, and *Bcl2l11*, were increased in the myocardium of *Pdgfra-Cre:Lmna*^F/F^ mice, whereas those of *Bcl2*, *Bbc3*, and *Bax* were unchanged [Figure 6C]. Analysis of the *Pdgfra-Cre:Lmna*^W/F^ mice at an older age also showed an increased number of the myocardial cells that stained for the TUNEL assay as well as increased transcript levels of *Bax*, *Bbc3*, *Bcl2*, *Gadd45g*, and *Bcl2l11* but not *Bnip3* and *Gadd45b* [Figure 6D-F].

### Myocardial adipocytes:

To detect adipocytes in the myocardium, thin myocardial sections were stained with an antibody against perilipin 1 (PLIN1), which marks the triglyceride-laden fat cells. The number of adipocytes was increased in the *Pdgfra-Cre:Lmna*^F/F^ mouse hearts as compared to the WT, *Pdgfra-Cre*, and *Pdgfra-Cre:Lmna*^W/F^ mouse hearts [Figure 7A and B]. In addition, transcript levels of *Pparg*, *Cebpa*, and *Dgat1*, major regulators of adipogenesis, were increased in the *Pdgfra-Cre:Lmna*^F/F^ mouse hearts, whereas levels of *Dgat2*, and *Adipoq* transcripts were unchanged [Figure 7C]. The heterozygous *Lmna* mice were also analyzed for adipogenesis at age 12-18 months of age, which also showed an increased number of myocardial cells expressing PLIN1 as compared to the WT or *Pdgfra-Cre* mice [Figure 7D and E]. Likewise, levels of the *Cebpa*, a major regulator of adipogenesis, were markedly increased in the *Pdgfra-Cre:Lmna*^W/F^ mouse hearts [Figure 7F].

### DEGs in the LMNA-deficient cardiac fibroblasts:

Cardiac fibroblasts expressing PDGFRA but not the hematopoietic lineage markers were isolated by FACS from the WT and *Pdgfra-Cre:Lmna*^F/F^ mice and used for RNA extraction and sequencing. 

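RNA from the sorted cells of 4 WT and 4 *Pdgfra-Cre:Lmna* F/F mice was sequenced as 1 library per mouse, with a read length of 150 bp and a RIN above 8. The authors aligned the reads to mm10 with HISAT2, counted them on GENCODE genes with featureCounts, and deposited the count of each gene in each library without scaling for library size. Each file lists 18957 genes by symbol, and 18910 of them (99.8%) match protein-coding genes of the annotation. The total counts were 10741519, 2080555, 6345584 and 9873750 in WT replicates 1 to 4, with a median of 8109667. In the *Pdgfra-Cre:Lmna* F/F replicates 1 to 4 they were 9432430, 9300883, 8284882 and 12502949, with a median of 9366656.5. Counts were normalized for library size with TMM factors and are given as CPM. Genes past the filterByExpr filter were compared between the genotypes with the quasi-likelihood test of edgeR, with no covariate, and genes with a Benjamini-Hochberg adjusted p under 0.05 were taken as DEGs. The paper names RUV normalization before DESeq2, and the deposited counts hold no RUV factors, so RUV and DESeq2 entered only as alternatives.

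The targeted gene, *Lmna* (ENSMUSG00000028063.15, chromosome 3 from 88480147 to 88509956), had 331, 274, 483 and 374 CPM in WT replicates 1 to 4 and 126, 97.4, 130 and 90.4 CPM in *Pdgfra-Cre:Lmna* F/F replicates 1 to 4. The means were 365 ± 88.4 CPM (SD, n = 4) in the WT and 111 ± 20.0 CPM (SD, n = 4) in the *Pdgfra-Cre:Lmna* F/F fibroblasts. The log2 fold change was -1.72 (standard error 0.22, adjusted p = 0.00492 from the edgeR test), and it stayed between -1.84 and -1.56 with each library left out in turn. Among the alternative settings, the shrunken fold change of DESeq2 moved it most, to -1.46. The deposited counts are per gene, so reads on the deleted exon could not be separated from reads on the other exons.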

Cardiac fibroblasts from the *Pdgfra-Cre:Lmna*^W/F^ were not included as the phenotype in the latter group is largely similar to that in the *Pdgfra-Cre:Lmna*^F/F^ mice, except that it evolves later in life. To reduce the confounding effects of overt cardiac dysfunction on gene expression, the RNA-Seq experiments were performed in the RNA extracted from cardiac fibroblasts isolated from the 3- to 4-week-old mice with preserved LVFS (LVEF: 55.5 ± 4.8 vs. 50.8% ± 7.4% in the WT and *Pdgfra-Cre:Lmna*^F/F^ mice, respectively, *P* = 0.08). Approximately 20% of the lineage-negative sorted cells expressed PDGFRA in each genotype (WT: 20.9% ± 5.8% *vs. Pdgfra-Cre:Lmna*^F/F^ 22.0 ± 6.1, *P* = 0.685), which were isolated and used in the RNA-sequencing [Figure 8A and B].

Principle Component Analysis (PCA) showed distinct genotype-dependent separation of the samples [Figure 8C]. 

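The components were computed on the log2 CPM (prior count 2) of the 500 most variable genes, centered and not scaled. PC1 held 26.2% and PC2 21.6% of the variance across the 8 libraries. On PC1, the WT libraries had scores of -0.945, -15.2, -50.5 and -0.410 and the *Pdgfra-Cre:Lmna* F/F libraries scores of 9.67, 18.3, 27.2 and 11.9 in the order of their replicates. The distance between the centroids of the genotypes on the first pair of components was 35.9. In an exact permutation test of this distance over the 70 assignments of 4 libraries against 4, p was 0.0571, where the smallest p this design allows is 0.0286. Among the alternatives set beforehand, the variance-stabilizing transformation of DESeq2 moved PC1 most, to 43.99% of the variance, with an exact p of 0.0286 for the distance. With each library left out in turn, PC1 held between 27.9% and 31.5%, and the exact p lay between 0.0286 and 0.0857.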

Analysis of the transcript showed differential expression of 410 genes between the WT and *Pdgfra-Cre:Lmna*^F/F^ mouse cardiac fibroblasts, which were comprised of 231 down-regulated and 179 upregulated genes [Figure 8D]. 

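Of 13036 genes tested with edgeR, 53 were DEGs, 31 lower and 22 higher in the *Pdgfra-Cre:Lmna* F/F than in the WT fibroblasts. At an unadjusted p under 0.05 there were 1550 genes. The absolute log2 fold change of the DEGs lay between 0.98 and 4.50. Among the alternatives set beforehand, the combination of DESeq2 with 1 RUVr factor moved the count most, to 456 DEGs with 215 lower and 241 higher. DESeq2 without RUV gave 303 DEGs, 168 lower and 135 higher. Both DESeq2 lists held each of the 53 DEGs of the edgeR test. With each library left out in turn, edgeR gave between 13 and 76 DEGs.

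Simulated counts with the means and library sizes of the deposited data give the reach of each test. Of 193 genes changed 2-fold, edgeR recovered 17 (8.81%) with 2 false calls, and DESeq2 recovered 53 (27.5%) with 22 false calls. Of 192 genes changed 4-fold, edgeR recovered 141 (73.4%) with 8 false calls, and DESeq2 recovered 154 (80.2%) with 37 false calls. Of the genes named in the article that were listed beforehand, 46 were tested. Among these, 8 passed the threshold when p was adjusted over all genes and 16 when it was adjusted over the list alone. The list includes *Lmna*, the deleted gene, and *Egr2*, *Ch25h*, *Nr4a2*, *Wfdc1*, *Col4a4* and *Cxcl14*, which the paper named from these same libraries. That these genes passed is no independent test, and their low p eases the adjustment over the list for the other genes.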

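For each gene, the values of the 4 *Pdgfra-Cre:Lmna* F/F libraries were set against those of the 4 WT libraries. The groups did not overlap for 1047 genes, 8.03% of those tested, where chance gives 2.86% or 372 genes. All *Pdgfra-Cre:Lmna* F/F values lay above all WT values for 529 of them and below for 518. The groups did not overlap for any DEG, which is the kind of gene that the test selects. The DEGs past the threshold in each of the 8 fits that left out a library numbered 8, among them *Lmna*, *Wfdc1*, *Col4a4* and *Cxcl14*. Across genes, which are not independent replicates, the median Spearman correlation between libraries was 0.938 within the WT (range 0.904 to 0.974) and 0.917 within the *Pdgfra-Cre:Lmna* F/F libraries (range 0.898 to 0.939). Between the genotypes it was 0.910 for the 4 pairs with the same replicate number and 0.921 for the 12 other pairs.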

A heat map of the DEGs showed genotype-dependent expression of the dysregulated genes [Figure 8E]. Notable among the upregulated genes were *Egr2* (4.2-fold), *Ch25h* (3.7-fold), and *Nr4a2* (3.5-fold), encoding early growth response-2, cholesterol 25-hydroxylase, and nuclear receptor subfamily 4 group A member 2, respectively. 

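*Egr2* (ENSMUSG00000037868.15, chromosome 10 from 67535475 to 67542188) had 20.8 ± 10.2 CPM (SD, n = 4) in the WT and 133 ± 89.4 CPM (SD, n = 4) in the *Pdgfra-Cre:Lmna* F/F fibroblasts. Its log2 fold change was 2.65 (standard error 0.43, adjusted p = 0.0202 from the edgeR test), a 6.29-fold increase, with a range of 2.09 to 2.96 when each library was left out in turn. *Ch25h* (ENSMUSG00000050370.5, chromosome 19 from 34473778 to 34475164) was near the floor in the WT libraries, with 4, 1, 1 and 16 counts against 162, 199, 233 and 21 counts in the *Pdgfra-Cre:Lmna* F/F libraries. The log2 fold change of *Ch25h* was 4.50 (standard error 0.90, edgeR adjusted p = 0.0447), a 22.6-fold increase, and *Ch25h* stayed past the threshold in 1 of the 8 fits that left out a library. *Nr4a2* (ENSMUSG00000026826.13, chromosome 2 from 57106830 to 57124003) rose from 4.41 ± 3.65 CPM (SD, n = 4) to 32.1 ± 14.1 CPM (SD, n = 4). This was a log2 fold change of 2.78 (standard error 0.55, edgeR adjusted p = 0.0427), or 6.85-fold, and *Nr4a2* stayed past the threshold in 2 of those fits. Shrinkage in DESeq2 gave fold changes of 3.07 for *Egr2*, 2.09 for *Ch25h* and 2.43 for *Nr4a2*.

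*Hist2h2ac*, with a log2 fold change of 2.84, and *Ifitm1*, with 2.10, completed the 5 largest increases among the DEGs. *Hist2h2ac* belongs to a family of closely related histone genes whose reads can be shared. *Egr2* and *Nr4a2* are immediate-early genes, which cell isolation can induce. A list of 22 other genes of the response to tissue dissociation, none of them a DEG, was higher by 0.54 on the log2 scale in the *Pdgfra-Cre:Lmna* F/F libraries, and each of the 4 *Pdgfra-Cre:Lmna* F/F libraries lay above every WT library (exact permutation test, two-sided, p = 0.0286). Within a genotype, a relation of this list to the 5 immediate-early DEGs was not shown (Pearson r = 0.124, exact permutation p = 0.809). These data could not tell an effect of dissociation from one of the genotype.

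**Figure D1:**
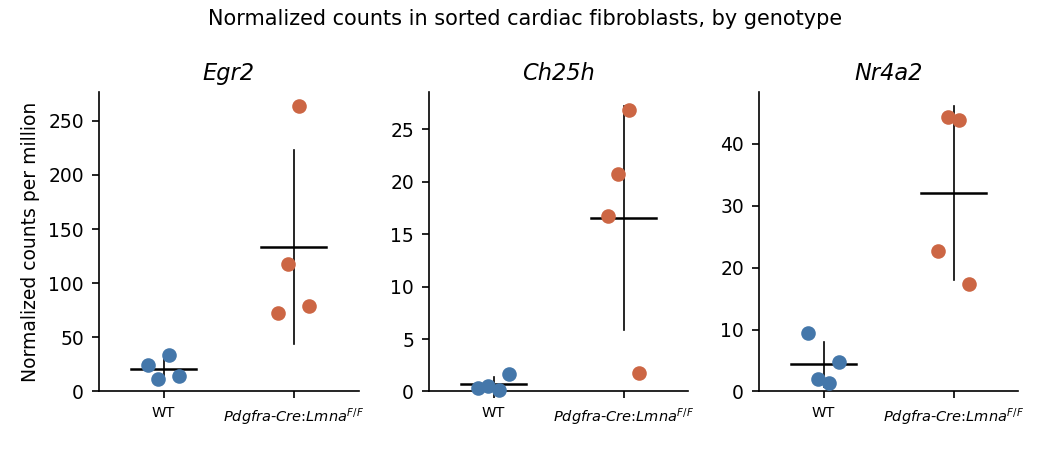
CPM of *Egr2*, *Ch25h* and *Nr4a2* in each library, with a separate vertical axis from 0 for each gene and the genotypes side by side. Points are libraries, and the lines show the mean ± SD of 4 libraries. Each *Pdgfra-Cre:Lmna* F/F library lies above every WT library for the 3 genes.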

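*Wfdc1* (ENSMUSG00000023336.6, chromosome 8 from 119666365 to 119688222) fell from 76.1 ± 20.2 CPM (SD, n = 4) in the WT to 9.78 ± 2.83 CPM (SD, n = 4) in the *Pdgfra-Cre:Lmna* F/F fibroblasts. Its log2 fold change was -2.97 (standard error 0.30, adjusted p = 0.00104 from the edgeR test), a 7.81-fold decrease, with a range of -3.11 to -2.78 when each library was left out in turn. *Col4a4* (ENSMUSG00000067158.9, chromosome 1 from 82448423 to 82586849) had 214 ± 57.4 CPM (SD, n = 4) against 43.03 ± 13.4 CPM (SD, n = 4). The log2 fold change of *Col4a4* was -2.31 (standard error 0.28, edgeR adjusted p = 0.00273), or 4.97-fold lower. *Cxcl14* (ENSMUSG00000021508.11, chromosome 13 from 56288643 to 56296551) had the lowest log2 fold change among the DEGs, -3.55 (standard error 0.48), an 11.7-fold decrease. Its values were 300 ± 188 CPM (SD, n = 4) and 25.5 ± 13.2 CPM (SD, n = 4). Among *Wfdc1*, *Col4a4* and *Cxcl14*, the fold change of *Cxcl14* depended most on the setting, with 2.67-fold after shrinkage in DESeq2. Each of the 3 genes stayed past the threshold in all 8 fits that left out a library. *Lsamp*, with a log2 fold change of -2.51, and *Selenbp2*, with -2.41, completed the 5 largest decreases. *Selenbp2* has a close paralog, *Selenbp1*, with which its reads can be shared and whose log2 fold change was 0.43 (standard error 0.21, edgeR adjusted p = 0.444).

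**Figure D2:**
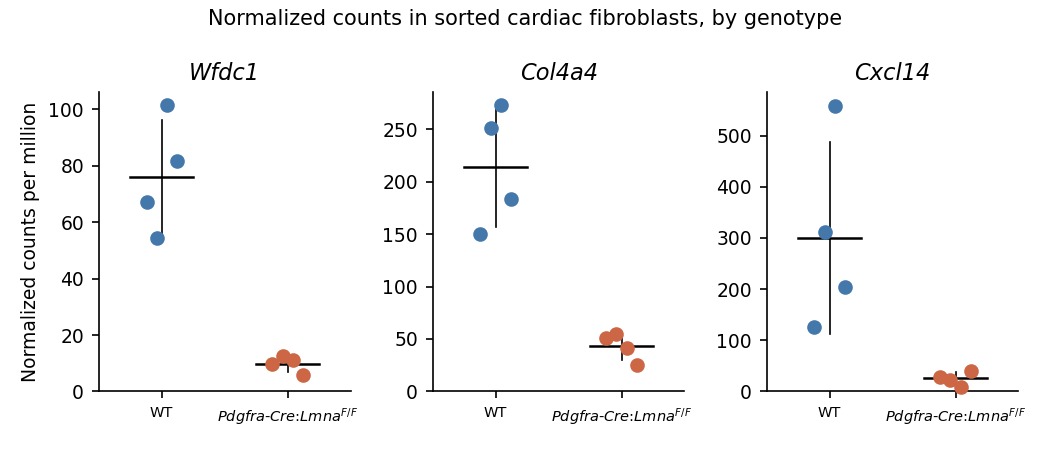
CPM of *Wfdc1*, *Col4a4* and *Cxcl14* in each library, with a separate vertical axis from 0 for each gene and the genotypes side by side. Points are libraries, and the lines show the mean ± SD of 4 libraries. Each *Pdgfra-Cre:Lmna* F/F library lies below every WT library for the 3 genes.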

The *Wfdc1*, *Col4a4*, and *Cxcl14*, encoding WAP four-sulfide core domain 1, collagen type IV, alpha 4 chain, and C-X-C motif chemokine ligand 14, respectively, comprised the list of topmost downregulated genes (~4 to 6-fold) in the *Pdgfra-Cre:Lmna*^F/F^ cardiac fibroblasts. 

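Genes encoding the transcriptional regulators named in the paper's text were read directly, with *Foxo1*, *Foxo3* and *Foxo4* for FOXO and *Klf5* for the KLFs. The other regulators of Figure 8F were not read. Of the genes read and *Pdgfb*, 10 passed the filter, 5 higher and 5 lower in the *Pdgfra-Cre:Lmna* F/F fibroblasts. Of these 10, 0 were DEGs and 2 had an unadjusted p under 0.05. *Gli1* had the largest change, a log2 fold change of -1.83 (standard error 0.52, edgeR adjusted p = 0.167), and it passed the threshold with DESeq2 (adjusted p = 0.0315), with no filter (0.0420) and with DESeq2 and 1 RUVr factor (0.0164), in a range of 0.0164 to 0.171 over the alternatives set beforehand. *Creb1*, the other gene at an unadjusted p under 0.05, had a log2 fold change of 0.50 (standard error 0.22, edgeR adjusted p = 0.391). The log2 fold change was 0.00 for *Myc*, 0.37 for *Mlxipl*, -0.32 for *Crem*, -0.14 for *Rb1*, -0.52 for *Foxo1*, 0.17 for *Foxo3* and 0.03 for *Foxo4*. The sign of each of these 7 depended on the setting or on a single library. *Klf5* and *Hoxa10* had too few counts to be tested, with at most 40 and 7 counts in any library.

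The paper predicts the activity of the regulators from the DEGs, which the mRNA level of a regulator does not test. Activity was read here from lists of target genes, written beforehand from general knowledge. No such list was run for FOXO, RB1, the KLFs or HOXA10. Genes were ranked by the signed square root of the F statistic of edgeR, and fgsea gave each list a normalized enrichment score (NES), with adjustment over 21 sets. The p of fgsea compares genes with each other and does not measure variation between mice. The CREB targets had an NES of 2.53 (adjusted p = 1.81e-08), and 18 of 19 genes were higher in the *Pdgfra-Cre:Lmna* F/F fibroblasts. *Egr2*, *Btg2* and *Nr4a2* had the lowest p among them, and the list shares immediate-early genes with the response to tissue dissociation. Leaving out the dissociation genes moved this NES most, to 2.12. The Hedgehog targets had an NES of -1.69 (adjusted p = 0.0199), with 6 of 10 genes lower, while the Reactome set for signaling by Hedgehog had an NES of 1.08 (adjusted p = 0.403), with 57 genes higher and 44 lower.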

Analysis of the DEGs predicted dysregulation of about two-dozen transcriptional regulators of gene expression, notable for the predicted activation of MYC, MLX1PL, CREB1, CREM, and FOXO transcription factors and predicted suppression of RB1, GLI1, KLFs, and HOXA10 in the *Pdgfra-Cre:Lmna*^F/F^ cardiac fibroblasts [Figure 8F]. 

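*Pdgfb*, which encodes the subunit of PDGFBB, had 10.9 ± 1.78 CPM (SD, n = 4) in the WT and 10.3 ± 6.32 CPM (SD, n = 4) in the *Pdgfra-Cre:Lmna* F/F fibroblasts. Its log2 fold change was -0.08 (standard error 0.51, adjusted p = 0.973 from the edgeR test), and its sign changed when single libraries were left out. The level of this mRNA does not test the predicted activity of PDGFBB. The Reactome set for signaling by PDGF, with 146 genes tested, had an NES of -1.43 (adjusted p = 0.0174), with 80 genes lower and 66 higher. *Col4a4*, *Col4a3* and *Nr4a1* had the lowest p in it. This direction depended on the ranking, since ranking the genes by log2 fold change gave an NES of 1.18. The Reactome set for signaling by interleukins had an NES of 1.11 (adjusted p = 0.394), with 51 of 89 genes higher in the *Pdgfra-Cre:Lmna* F/F fibroblasts. Its genes with the lowest p were *Lgals9*, with a log2 fold change of -1.37, and *Socs3*, with 1.48, which was not a DEG here but was one in 10 of the 12 alternatives set beforehand. The genes of luteinizing hormone were not analysed here.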

Among the trophic and mitotic regulators of gene expression, the DEGs predicted activation of PDGFBB, LH, and several interleukins in the *Pdgfra-Cre:Lmna*^F/F^ cardiac fibroblasts [Figure 8G]. 

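Pathways were read from Reactome sets by preranked enrichment of all tested genes, not from the DEGs alone. Cellular senescence had an NES of 1.44 (adjusted p = 0.0375), with 67 of 111 genes higher in the *Pdgfra-Cre:Lmna* F/F fibroblasts, and the senescence-associated secretory phenotype had an NES of 1.03 (adjusted p = 0.498). Without the genes of the dissociation response, the NES of cellular senescence was 1.25 (adjusted p = 0.185). The sets for TNF signaling and the TGF-beta receptor complex had NES of -1.19 and 1.34, with adjusted p of 0.394 and 0.116. DNA repair had an NES of 1.66 (adjusted p = 0.00183), with 84 of 130 genes higher. A list of MYC targets had an NES of 1.59 (adjusted p = 0.0375), with 18 of 25 genes higher, and none of its genes was a DEG. The NES of the MYC targets lost the threshold in 4 of the 6 alternatives set beforehand, among them 1 RUVr factor, at 1.51 (adjusted p = 0.0855). It was past the threshold in 3 of the 8 fits that left out a library.

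Among the cell cycle sets of Reactome, the G2 M checkpoints had an NES of -0.792 (adjusted p = 0.837), which turned to 0.987 when genes needed at least 10 counts in every library. Mitotic prometaphase, which includes assembly of the spindle, had an NES of -0.985 (adjusted p = 0.553), and -2.29 when genes were ranked by log2 fold change. E2F mediated regulation of DNA replication had an NES of -0.897 (adjusted p = 0.665), and 0.710 under the filter of 10 counts.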

As for the biological pathways, the DEGs predicted activation of inflammatory and senescence pathways, including the TNFA, TP53, MYC, and TGFβ1, and suppression of the cell cycle pathways, such as the G2M checkpoint, mitotic spindle, and the E2F pathways [Figure 8H and I]. Moreover, GSEA predicted enrichment of the TP53, TNFA signaling via NFκB, and TGF β1 pathways and inhibition of the G2M checkpoint [Figure 8J-M].

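The Hallmark gene sets were not analysed here, so the enrichment was read from lists of target genes written beforehand and from the G2/M and S-phase genes of Seurat. The NF-kB targets had an NES of 1.90 (adjusted p = 0.00274), with 22 of 31 genes higher and no DEG among them. *Il6*, with no count in 3 of the 4 WT libraries, had a log2 fold change of 5.78 (standard error 1.27, edgeR adjusted p = 0.0709). This fold change was 5.29 to 9.35 with each library left out in turn, and 0.84 after shrinkage in DESeq2. *Nfkbiz* and *Ccl2* had log2 fold changes of 0.95 and 2.10, and *Ccl2* was lowest in WT replicate 2, far from the other WT libraries.

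The TGF-beta targets had an NES of 1.72 (adjusted p = 0.0185), with 19 of 24 genes higher. *Id1* had a log2 fold change of 1.39 (edgeR adjusted p = 0.0368), *Pmepa1* of -1.22 (edgeR adjusted p = 0.0427) and *Id3* of 1.47 (edgeR adjusted p = 0.0568). The G2/M genes had an NES of -2.11 (adjusted p = 0.000107), with 38 of 45 genes lower, and the S-phase genes an NES of 1.06 (adjusted p = 0.477). After these results were seen, the libraries were split 4 against 4 in each of the 35 possible ways. An absolute NES as large, the real split included, arose in 15 splits for the G2/M genes. It arose in 12 for the TGF-beta targets and in 9 for the NF-kB targets. The fgsea p of these sets alone therefore does not show a difference between the genotypes. *Mki67* had a log2 fold change of -3.91 (standard error 0.94, edgeR adjusted p = 0.103), followed by *Jpt1* with -0.71 and *Ect2* with -4.04, and none of the G2/M genes was a DEG. Alternatives set beforehand gave -4.02 to -0.94 for *Mki67*, -0.75 to -0.62 for *Jpt1* and -4.43 to -0.66 for *Ect2*. With each library left out in turn, the ranges were -4.39 to -2.42, -0.83 to -0.64 and -4.70 to -3.33. From the DEGs and the enrichment plots, the paper predicts that inflammatory and senescence pathways were activated and cell cycle pathways suppressed in the LMNA-deficient fibroblasts.

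**Figure D3:**
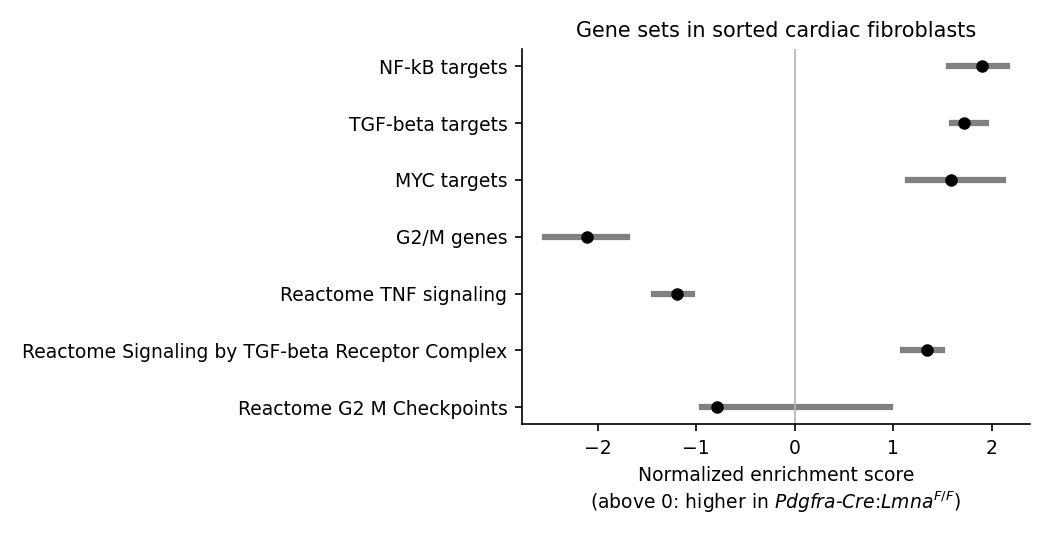
NES of 7 gene sets, with values above 0 for sets higher in the *Pdgfra-Cre:Lmna* F/F fibroblasts. Points are the values with all 8 libraries, and bars span the 8 fits that each left out a library. The bar of the Reactome G2 M checkpoints crosses 0.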

### Increased expression levels of double-stranded DNA breaks (DSBs) and activation of the DDR Pathway:

Given the predicted activation of the DDR pathway by the RNA-Seq data, expression, and levels of phospho-(p)H2AFX, a marker for the double-stranded DNA breaks (DSBs), were determined by immunofluorescence staining of the thin myocardial section, which showed an increased number of cell staining positive for pH2AFX in the *Pdgfra-Cre:Lmna*^F/F^ hearts [Figure 9A and B]. To determine whether pH2AFX expression was induced in cardiac fibroblasts, isolated non-myocyte cells were co-stained for pH2AFX and PDGFRA, and the number of cells expressing both markers was determined, which showed a significant increase in cells isolated from the *Pdgfra-Cre:Lmna*^F/F^ mouse hearts [Figure 9C and D]. To further corroborate the findings, expression levels of the pH2AFX and its upstream kinase ATM were determined by immunoblotting, which showed increased levels in the *Pdgfra-Cre:Lmna*^F/F^ hearts [Figure 9E and F]. Finally, because DSBs are sensed by cytosolic DNA sensor CGAS protein, its expression level was assessed by immunoblotting, which also showed increased levels in the *Pdgfra-Cre:Lmna*^F/F^ group [Figure 9E and F].

### Increased expression of the senescence markers:

Given that the DDR pathway activates the cell senescence program by activating the TP53 and its bona fide target cell cycle inhibitor CDKN1A, expression levels of phosphoTP53 (residues Serine 18 and Serine 389) and CDKN1A were assessed by immunoblotting. Expression levels of pTP53 (Serine 18 and Serine 389) were increased in *Pdgfra-Cre:Lmna*^F/F^ mouse hearts at six weeks of age, as were CDKN1A protein levels [Figure 10A and B]. In conjunction with the increased expression levels of cell cycle inhibitors, expression of the senescence-associated β-galactosidase was induced in *Pdgfra-Cre:Lmna*^F/F^ mouse hearts [Figure 10C]. Likewise, expression levels of selected markers of senescence-associated secretory phenotype (SASP), namely CTGF (CCN2), and LGALS3, and as shown earlier TGFβ1, were increased in the hearts of six-week-old *Pdgfra-Cre:Lmna*^F/F^ mice, whereas their expression was either lower or not detected in the WT, *Pdgfra-Cre*, and six-week-old heterozygous (*Pdgfra-Cre:Lmna*^W/F^) mice [Figure 10D and E and Figure 5C and D]. In agreement with the protein levels, transcript levels of *Ctgf* (*Ccn2*) and *Lgals3* were also increased, indicating transcriptional activation of these genes [Figure 10F]. Finally, transcript levels of several additional genes involved in cell senescence were analyzed by RT-PCR. The findings were notable for increased transcript levels of proinflammatory genes *Crlf1*, *Cxcl2*, *Thbs4*, *Serpina3g*, and *Timp1* in the *Pdgfra-Cre:Lmna*^F/F^ mouse hearts but not in the WT or *Pdgfra-Cre* mouse hearts [Figure 10G].

## DISCUSSION

The findings highlight the contribution of cardiac fibroblasts to the pathogenesis of LMNA-associated DCM, as the deletion of the *Lmna* gene in fibroblasts leads to cardiac dilatation and dysfunction, cardiac arrhythmias, myocardial fibrosis, and apoptosis, a phenotype that resembles that of the DCM. The observed phenotype is not indistinct from DCM caused upon deletion of the *Lmna* gene in cardiac myocytes, albeit it is milder and occurs later in life^[19,23]^. Notably, systemic or myocyte-specific deletion of the *Lmna* gene leads to near-total mortality at three to four weeks of age, whereas the *Pdgfra-Cre:Lmna*^F/F^ mice survive to eight weeks^[19,23]^. Similarly, cardiac dysfunction is milder and occurs later in the *Pdgfra-Cre:Lmna*^F/F^ than *Myh6-Cre:Lmna* mice^[19,23]^. The findings are remarkable, as genetic cardiomyopathies are considered primarily a disease of cardiac myocytes, and the involvement of other cell types in the pathogenesis of cardiomyopathies is not well understood and generally considered a secondary event.

The expression of a DCM-like phenotype upon deletion of the *Lmna* gene in fibroblasts is in accord with the ubiquitous expression of the LMNA protein in various cell types, including cardiac fibroblasts^[8]^. Likewise, the observed phenotypic effects on cardiac function and arrhythmias likely reflect the cellular crosstalk between fibroblasts and myocytes, as well as the paracrine effects, including expression of the SASP. The latter mechanism is also in agreement with the paracrine effects resulting from the deletion of the placental growth factor in cardiac fibroblasts and the endothelial cells^[29]^. The findings also implicate increased DSBs, as evidenced by increased expression of the markers of the DSBs, activation of the DDR pathway, and increased expression of SASP, as the major mechanism in the pathogenesis of the phenotype.

The findings, along with the data in cardiac myocyte-specific models of laminopathies, denote activation of the DDR pathway as a cell-autonomous pathogenic consequence of LMNA deficiency in the heart^[19,23]^. Collectively, the data underscore the role of the LMNA protein as a guardian of genomic integrity. Increased expression levels of the markers of DSBs and activation of the DDR pathway are also in accord with the findings upon deletion of another nuclear member protein, namely TMEM43. Together, the findings suggest a possible shared mechanism involving DNA damage in the pathogenesis of DCM in nuclear envelopathies^[17]^.

The study has several limitations. The *Lmna* gene was deleted using the *Pdgfra-Cre* BAC transgenic deleter mice^[15]^. Although PDGFRA protein is abundantly expressed in cardiac fibroblasts, it is not an exclusive marker of cardiac fibroblasts, as it is also expressed in multiple mesenchymal tissues. No gross abnormalities were detected in other organs; however, the studies were primarily focused on evaluating the cardiac phenotype. Therefore, the possible presence of concomitant phenotypes in other organs cannot be excluded. The comprehensive metabolic panel did not show evidence of kidney or liver abnormalities or electrolyte disturbances. However, plasma glucose levels were reduced, and levels of the liver enzymes ALT and AST were modestly increased in the *Pdgfra-Cre:Lmna*^F/F^ mice. The latter changes were likely reflective of the smaller body size observed in the *Pdgfra-Cre:Lmna*^F/F^ mice. Overall, we surmise that the observed phenotype was cardiac-specific and likely the consequence of the deletion of the *Lmna* gene in cardiac fibroblasts but not due to abnormalities in other organs.

The PDGFRA is not expressed in mature cardiac myocytes; however, the locus is transcriptionally active in a small subset of cardiac myocytes during cardiogenesis^[16]^. In agreement with the previous data, using the *Pdgfra-Cre* mice led to the deletion of the *Lmna* gene in ~25% of cardiac myocytes in the *Pdgfra-Cre:Lmna*^F/F^ mice, and correspondingly, the LMNA protein levels in cardiac myocytes were reduced by ~30%. Therefore, one might surmise that deletion of the *Lmna* gene in a small subset of cardiac myocytes also contributed to the expression of the DCM-like phenotype in the *Pdgfra-Cre:Lmna*^F/F^ mice. The possibility cannot be excluded unambiguously. However, the heterozygous deletion of the *Lmna* gene in cardiac myocytes in the *Myh6-Cre-Lmna*^W/F^ mice also leads to about 30% to 50% reduction in the LMNA levels in cardiac myocytes, does not induce an early phenotype, in contrast to the *Pdgfra-Cre:Lmna*^F/F^ mice. Likewise, the *Pdgfra-Cre:Lmna*^F/F^ mice do not survive past eight weeks, whereas the *Myh6-Cre:Lmna*^W/F^, despite having a similar level of reduction in the LMNA protein levels in cardiac myocytes, survive up to 15 months^[19]^. In addition, the *Pdgfra-Cre:Lmna*^W/F^ mice, which show unchanged LMNA levels in cardiac myocytes but reduced LMNA in cardiac fibroblasts, also expressed a late-onset DCM-like phenotype. Furthermore, it merits noting that the gene expression analysis by RNA-Seq was performed in a subset of FACS-isolated cardiac fibroblasts, which expressed PDGFRA but not the hematopoietic lineage markers. 

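The identity of the sorted cells was checked with lists of marker genes written beforehand. The summed expression of 8 mesenchymal markers was 48475 ± 4202 CPM (SD, n = 4) in the WT and 45267 ± 7581 CPM (SD, n = 4) in the *Pdgfra-Cre:Lmna* F/F libraries (exact permutation test, two-sided, p = 0.486). *Pdgfra* itself had a log2 fold change of 0.30 (edgeR adjusted p = 0.666). *Thy1* was the exception among the mesenchymal markers, at 194 ± 76.7 CPM (SD, n = 4) in the WT and 42.8 ± 6.57 CPM (SD, n = 4) in the *Pdgfra-Cre:Lmna* F/F libraries. Its log2 fold change was -2.18 (standard error 0.26, edgeR adjusted p = 0.00273). The summed hematopoietic lineage markers were 89.6 ± 53.8 CPM (SD, n = 4) and 129 ± 148 CPM (SD, n = 4), with an exact two-sided permutation p of 0.886. The exact p was 0.0857 for the endothelial markers, 188 ± 37.7 against 128 ± 42.8 CPM (SD, n = 4 each), and 0.571 for the mural cell markers. Cardiac myocyte markers summed to 798 ± 124 CPM (SD, n = 4) in the WT libraries and to 287, 854, 816 and 5424 CPM in *Pdgfra-Cre:Lmna* F/F replicates 1 to 4 (exact p = 0.714). Of 20 tested markers of other cell types, 0 were DEGs and 2, *Ttn* and *Cdh5*, had an unadjusted p under 0.05.

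Genes of the Y chromosome summed to 230, 143, 0.320 and 185 CPM in WT replicates 1 to 4 and to 0.207, 0.730, 1.96 and 273 CPM in *Pdgfra-Cre:Lmna* F/F replicates 1 to 4. The libraries with Y-linked expression were thus 3 of 4 in the WT and 1 of 4 in the *Pdgfra-Cre:Lmna* F/F group.

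**Figure D4:**
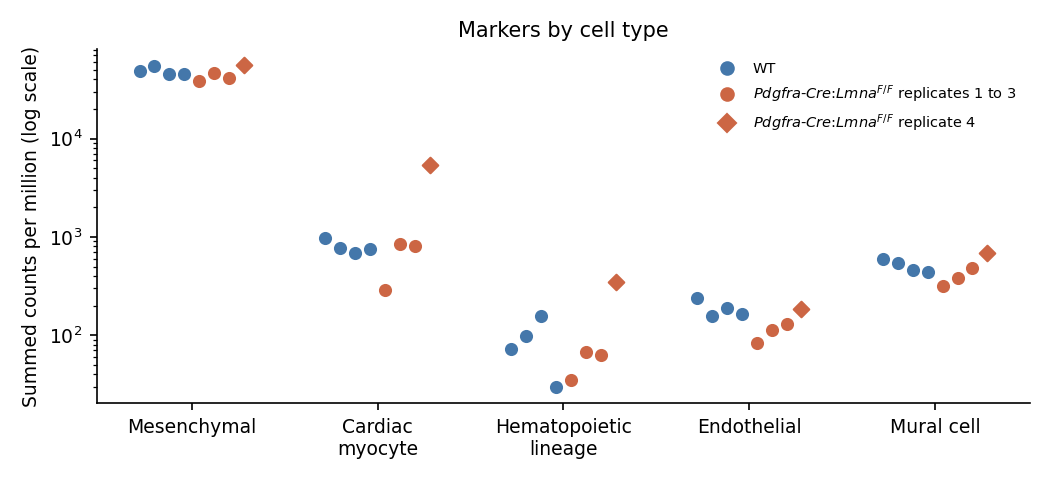
Summed CPM of marker genes of 5 cell types in each library, on a logarithmic axis. Points are libraries in the order of their replicates, with the WT in blue, the *Pdgfra-Cre:Lmna* F/F libraries in orange and *Pdgfra-Cre:Lmna* F/F replicate 4 as a diamond. That library has the highest sum of cardiac myocyte markers, 5424 CPM.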

The findings of the RNA-Seq data also pointed to the activation of the TP53 and NFκB and suppression of the cell cycle pathways, which agree with the other molecular, biological, and histological findings in this model. 

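The lists for these pathways were also tested with camera of limma, which compares the genes of a set with all other genes and allows for correlation between genes. In the values used with camera, the median log2 fold change was 0.23 for the NF-kB targets and -0.93 for the G2/M genes. The medians of the edgeR fold changes were 0.27 and -0.97. With the preset correlation of 0.01 between genes, the adjusted p was 0.00903 and 3.17e-05. Estimating the correlation from the data moved these p most, to 0.346 and 0.347. Other sets past the threshold with fgsea were not past it at the preset correlation, namely MYC targets (0.0686), cellular senescence (0.105) and signaling by PDGF (0.274). *Cdkn1a*, which the paper measured by immunoblotting, had a log2 fold change of -0.14 (standard error 0.45, edgeR adjusted p = 0.947), and its sign changed with the setting.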

In support of the RNA-Seq data, the expression of pH2AFX, a bona fide marker of double-stranded DNA breaks, was increased in the isolated cardiac fibroblasts. Collectively, the data support the notion that the deletion of the *Lmna* gene in cardiac fibroblasts was the main determinant of the ensuing phenotype in the *Pdgfra-Cre:Lmna*^F/F^ mice. Nevertheless, the contribution of partial LMNA deficiency in a fraction of the cardiac myocytes to the phenotypic expression of a DCM-like phenotype in the *Pdgfra-Cre:Lmna*^F/F^ cannot be excluded. New approaches and models would be necessary to specifically delete the *Lmna* gene in cardiac fibroblasts and exclude the confounding effects of the LMNA-deficiency in other cell types and organs.

In conclusion, deficiency of the LMNA protein in cardiac fibroblasts contributes to the pathogenesis of the LMNA-associated DCM by activating the DDR pathway in response to increased DSBs and inducing fibroblast-senescence. The findings indicate a multi-cellular basis for the phenotype in LMNA-associated DCM. The findings of the present study, in conjunction with the previous data in myocyte-specific models, identify the DSBs as a major mechanism in the pathogenesis of LMNA-associated DCM and denote the LMNA protein as a guardian of genomic stability.

## Supplementary Material

Supplementary material

## Figures and Tables

**Figure 1.**
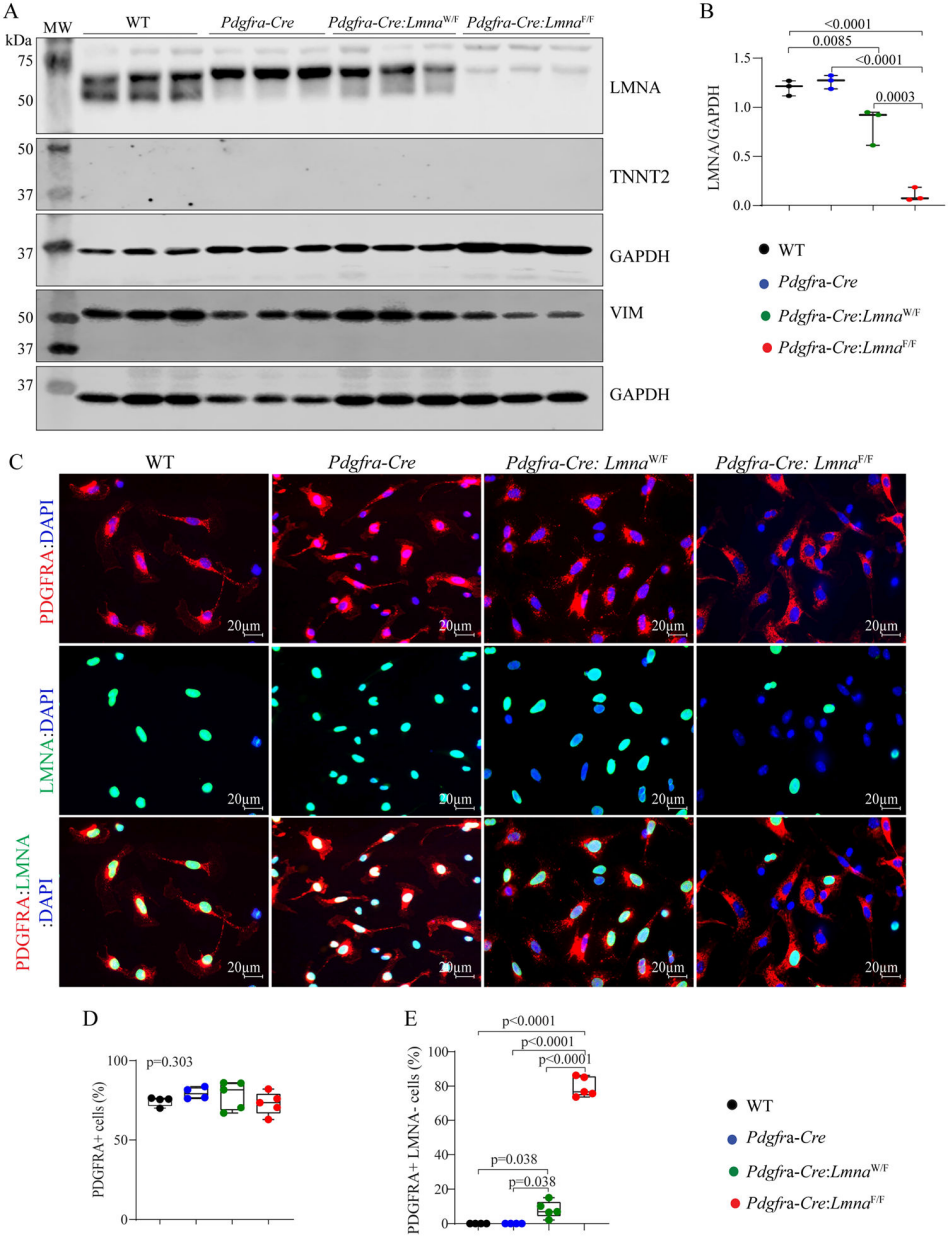
Fidelity of conditional deletion of the *Lmna* gene in cardiac fibroblasts. (A) Immunoblots showing LMNA protein levels in cardiac fibroblasts isolated from the wild type (WT), *Pdgfra-Cre*, *Pdgfra-Cre:Lmna*^W/F^, and *Pdgfra-Cre:Lmna*^F/F^ mice. The upper panel shows the LMNA protein. Blots representing cardiac troponin T (TNNT2) and vimentin (VIM), as markers of cardiac myocytes and fibroblasts, are included to assess the fidelity of the cell isolation. Blots representing GAPDH are included as loading controls. (B) Quantitative data on the LMNA protein levels corresponding to the blots in panel A. (C) Immunofluorescence staining of isolated cardiac fibroblasts for the expression of PDGFRA (upper panels) and LMNA (middle panel) and the overlay (lower panel). (D) Panel D the percentages of the isolated non-myocyte cells expressing PDGFRA. (E) Percentage of the PDGFRA expressing cells in which the LMNA protein was absent. In all analyses in the present and subsequent Figures, pairwise *P*-values were presented only when the *P*-value by the one-way ANOVA test was significant.

**Figure 2.**
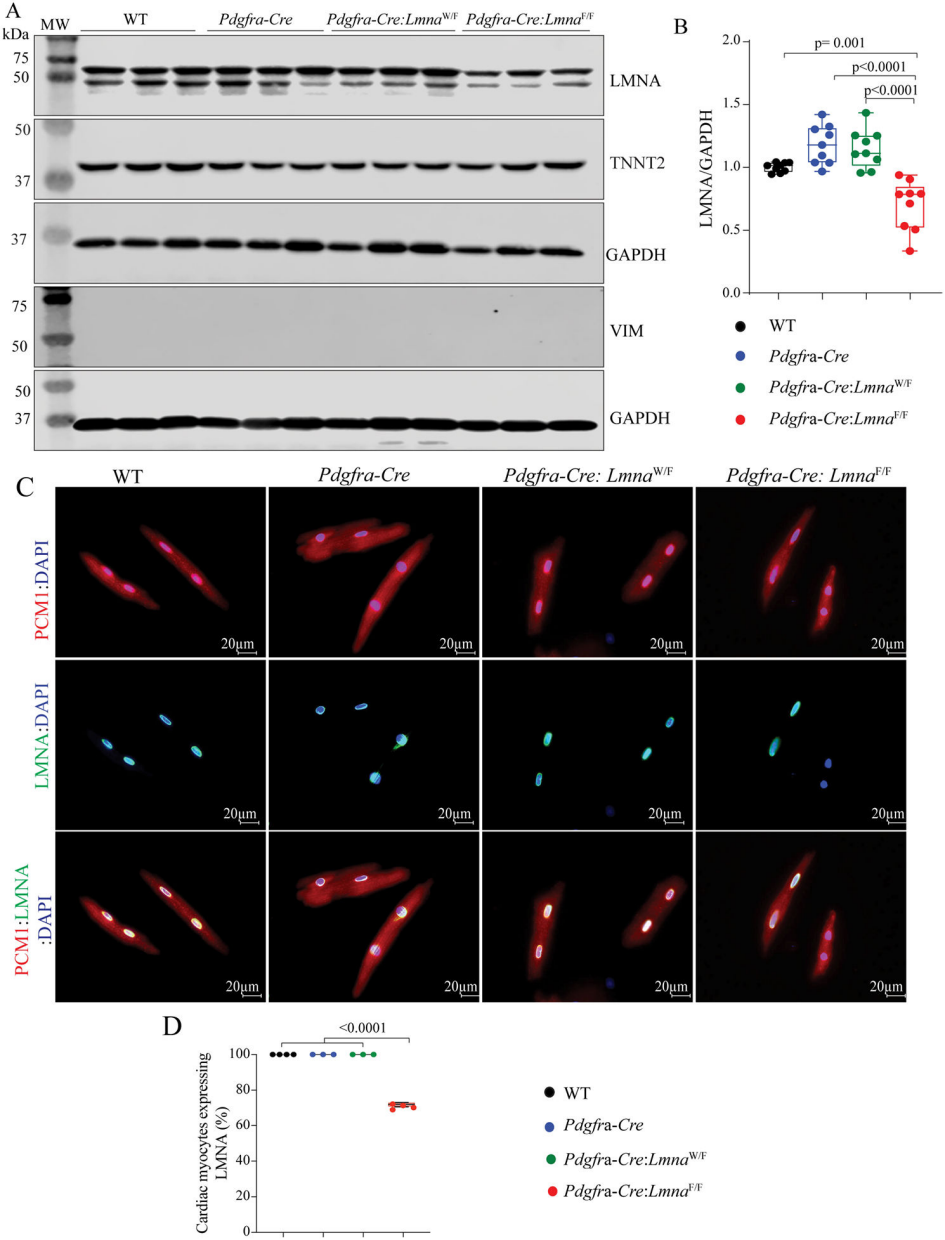
Fortuitous deletion of the *Lmna* gene in a subset of cardiac myocytes. (A) Immunoblots showing LMNA protein levels in cardiac myocytes isolated the WT, *Pdgfra-Cre*, *Pdgfra-Cre:Lmna*^W/F^, and *Pdgfra-Cre:Lmna*^F/F^ mice. As in Figure 1, blots representing TNNT2 and VIM are included to assess the fidelity of the cell isolation. Blots representing GAPDH are included as controls for the loading conditions. (B) Quantitative data corresponding to the blots shown in F, showing about 30% reduction in the LMNA protein levels in the cardiac myocytes isolated from the *Pdgfra-Cre:Lmna*^F/F^ mice, whereas the LMNA levels were unchanged in the myocytes isolated from the *Pdgfra-Cre* and *Pdgfra-Cre:Lmna*^W/F^ mice. (C) Immunofluorescence staining of isolated cardiac myocytes for the PCM1 expression (upper panel), which tags cardiac myocyte nuclei in the heart, LMNA (middle panel), and the overlay (lower panel). (D) Quantitative data showing the percentages of cardiac myocytes, identified by the expression of PCM1, also express the LMNA proteins.

**Figure 3.**
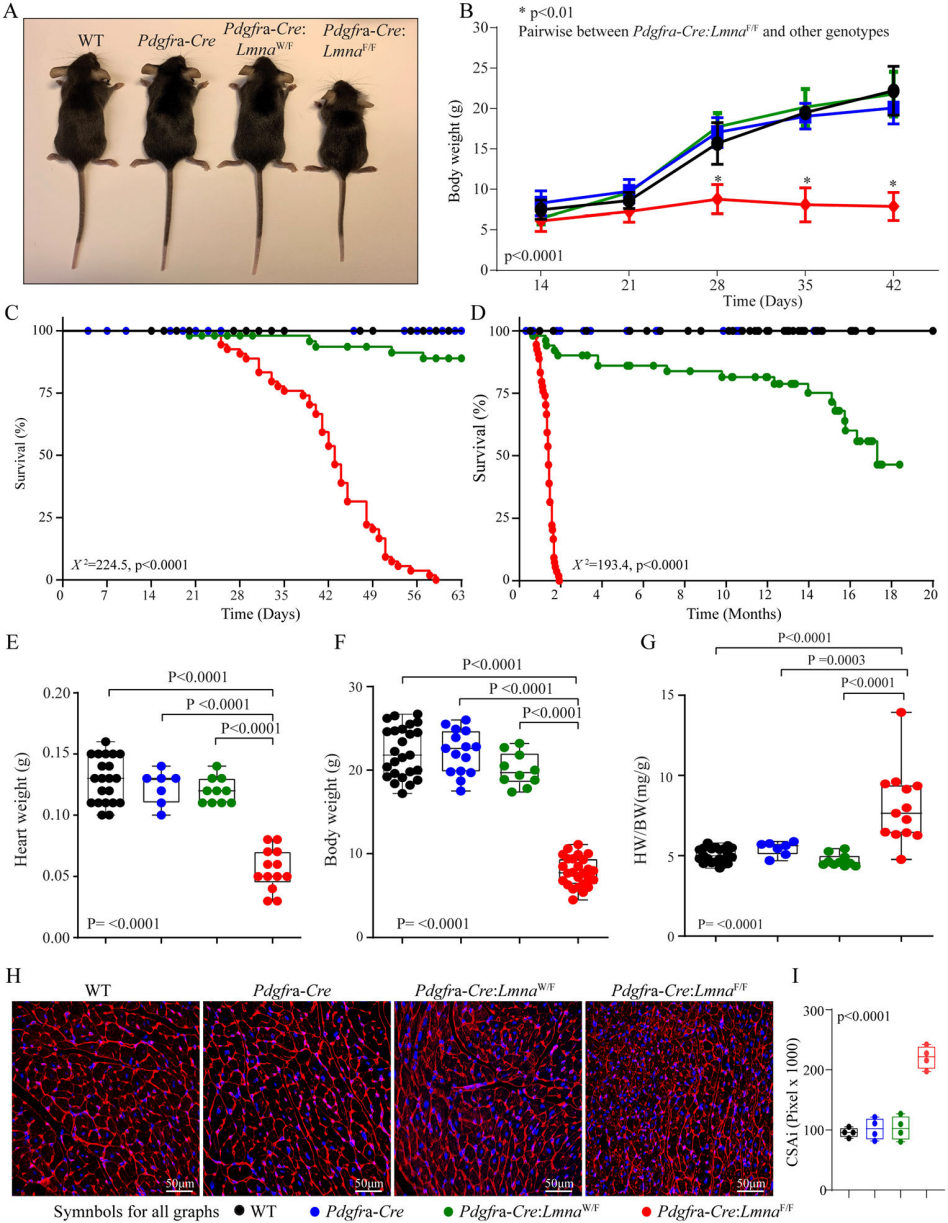
Gross phenotype and survival. (A) Gross morphology of the WT, *Pdgfra-Cre*, *Pdgfra-Cre:Lmna*^W/F,^ and *Pdgfra-Cre:Lmna*^F/F^ mice at six weeks of age. (B) Growth curves of the mice in the experimental groups up to six weeks of age. (C) Kaplan-Meier survival plots show the survival rates up to ~2 months of age, the longest survival time of the *Pdgfra-Cre:Lmna*^F/F^ mice. (D) Kaplan-Meier survival plots show the survival rates up to 20 months of age. Log-rank test p-value is shown. (E-G) Heart weight (E), body weight (F), and heart weight to body weight ratio (HW/BW) of the WT, *Pdgfra-Cre*, *Pdgfra-Cre:Lmna*^W/F^, and *Pdgfra-Cre:Lmna*^F/F^ mice at six weeks of age. (H) Wheat Germ Agglutinin (WGA) stained thin myocardial sections used to calculate myocyte cross-sectional area (CSA). I. Graph representing myocyte CSA indexed to heart weight (CSAI) in the control and experimental groups.

**Figure 4.**
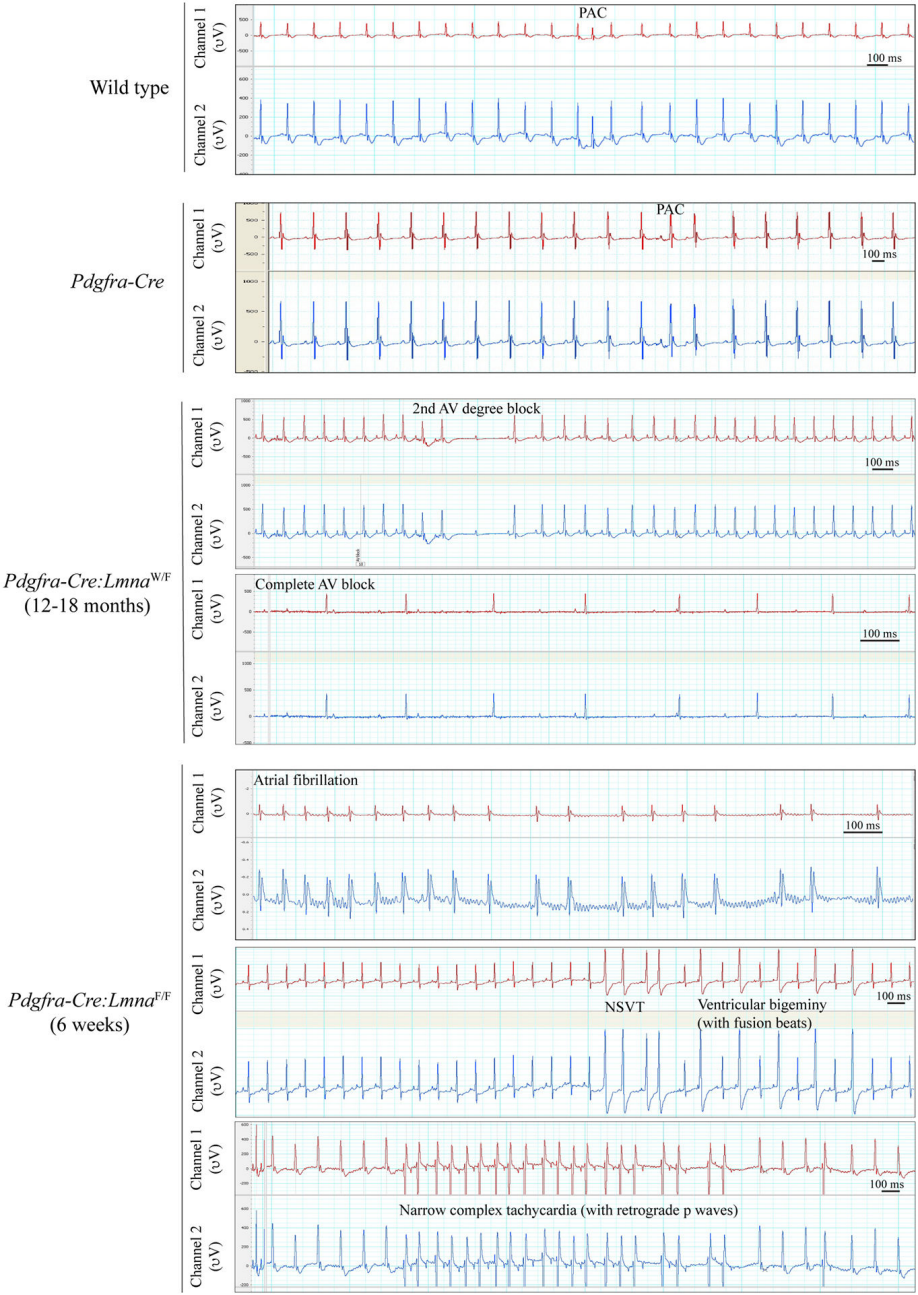
Electrocardiographic recordings. Two-channel cardiac rhythm recordings are shown in the WT, *Pdgfra-Cre*, *Pdgfra-Cre:Lmna*^W/F^, and *Pdgfra-Cre:Lmna*^F/F^ mice. The *Pdgfra-Cre:Lmna*^W/F^ mice showed second and third-degree atrioventricular blocks after one year of age (third set of panels). The *Pdgfra-Cre:Lmna*^F/F^ mice exhibited runs of wide complex and narrow complex tachycardia episodes at 6 weeks of age (the lower panels).

**Figure 5.**
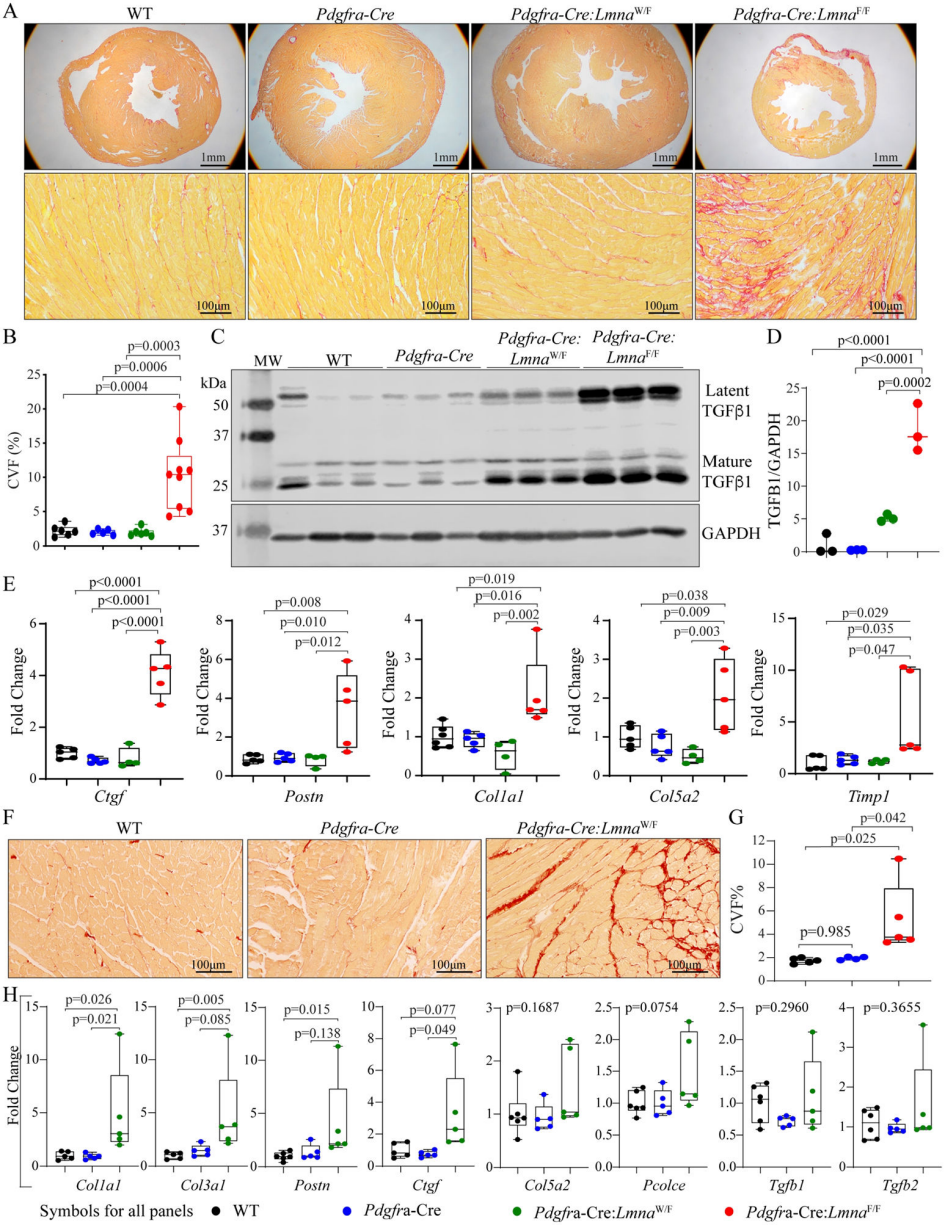
Myocardial fibrosis. (A) Representative images of Low (upper) and high (lower) magnification of thin myocardial sections stained for picrosirius red, which illustrates increased myocardial fibrosis in the *Pdgfra-Cre:Lmna*^F/F^ mice at six weeks of age. (B) Quantitative data showing collagen volume fraction (CVF) in the experimental and control groups. (C) Immunoblot showing levels of latent and mature TGFβ1 in the control and experimental groups, which were markedly increased in the *Pdgfra-Cre:Lmna*^W/F^ and *Pdgfra-Cre:Lmna*^F/F^ mice. (D) Quantitative data representing the blot in panel C. (E) Transcript levels of selected markers of myocardial fibrosis, quantified by RT-PCR, in the control and experimental groups. (F) Thin myocardial sections stained for picrosirius red in the *Pdgfra-Cre:Lmna*^W/F^ and control mice, showing increased myocardial fibrosis. (G) Quantitative data showing increased CVF in the *Pdgfra-Cre:Lmna*^W/F^ mouse myocardium as compared to the WT and *Pdgfra-Cre* mice at one year of age. (H) Transcript levels of selected markers of fibrosis, showing increased levels of selected markers but not Tgfb1 in the myocardium of one-year-old *Pdgfra-Cre:Lmna*^W/F^ mice.

**Figure 6.**
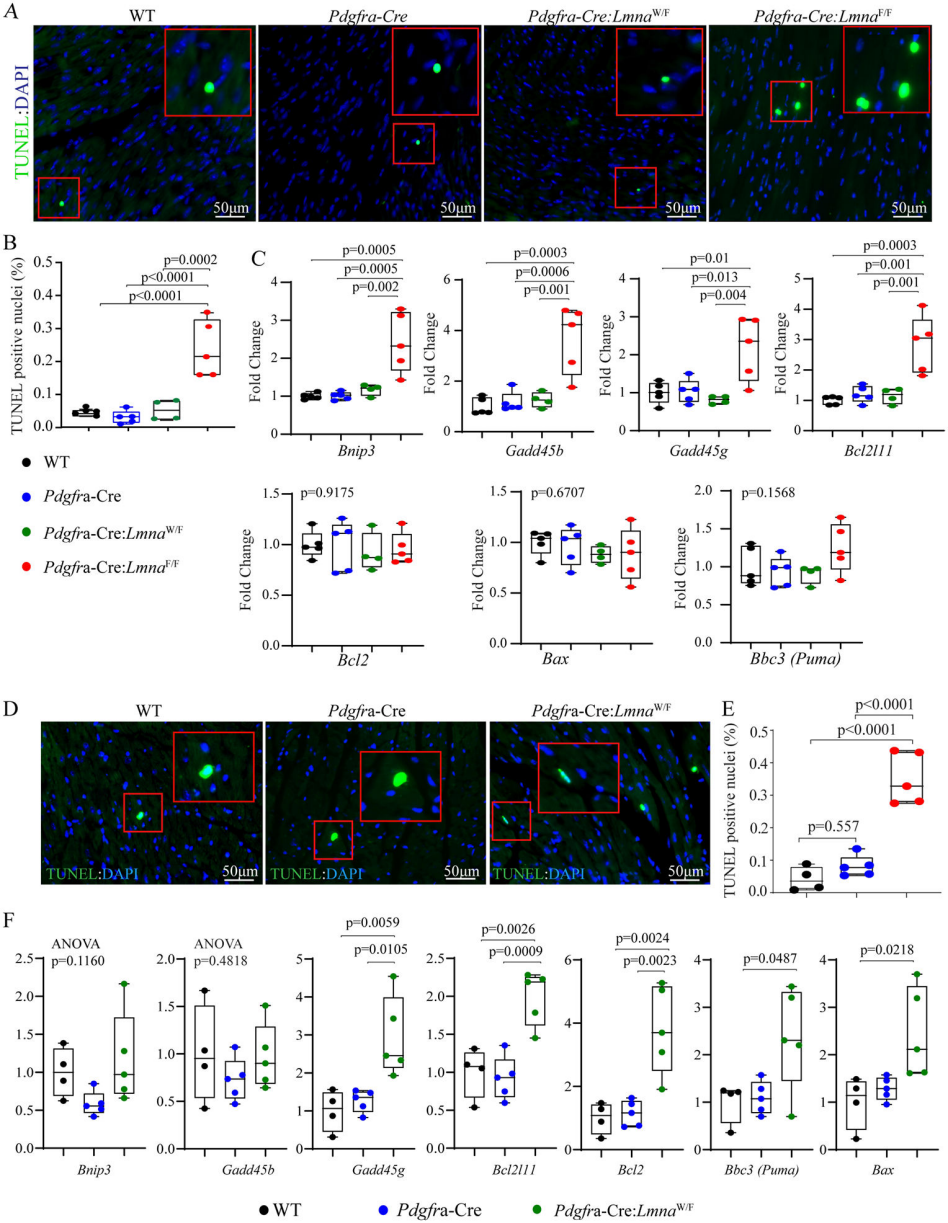
Myocardial apoptosis. (A) The three panels show thin myocardial sections stained for the TUNEL assay. The inserts show a high magnification view of the selected areas marked with a red box. The data are from six weeks old mice. (B) Quantitative data showing the percentages of the TUNEL positive cells in the experimental and control groups at six weeks of age. (C) Transcript levels of selected markers of apoptosis, quantified by RT-PCR, in the control and the experimental groups. (D) Thin myocardial sections were stained for the TUNEL assay in the one-year-old *Pdgfra-Cre:Lmna*^W/F^ and control mice. (E) Quantitative data showing an increased number of nuclei stained positive for the TUNEL assay in the one-year *Pdgfra-Cre:Lmna*^W/F^ mice, as compared to the WT and the *Pdgfra-Cre* mice. (F) Transcript levels of selected markers of apoptosis, showing increased levels of the selected genes in the one-year-old *Pdgfra-Cre:Lmna*^W/F^ mice, as compared to the control groups.

**Figure 7.**
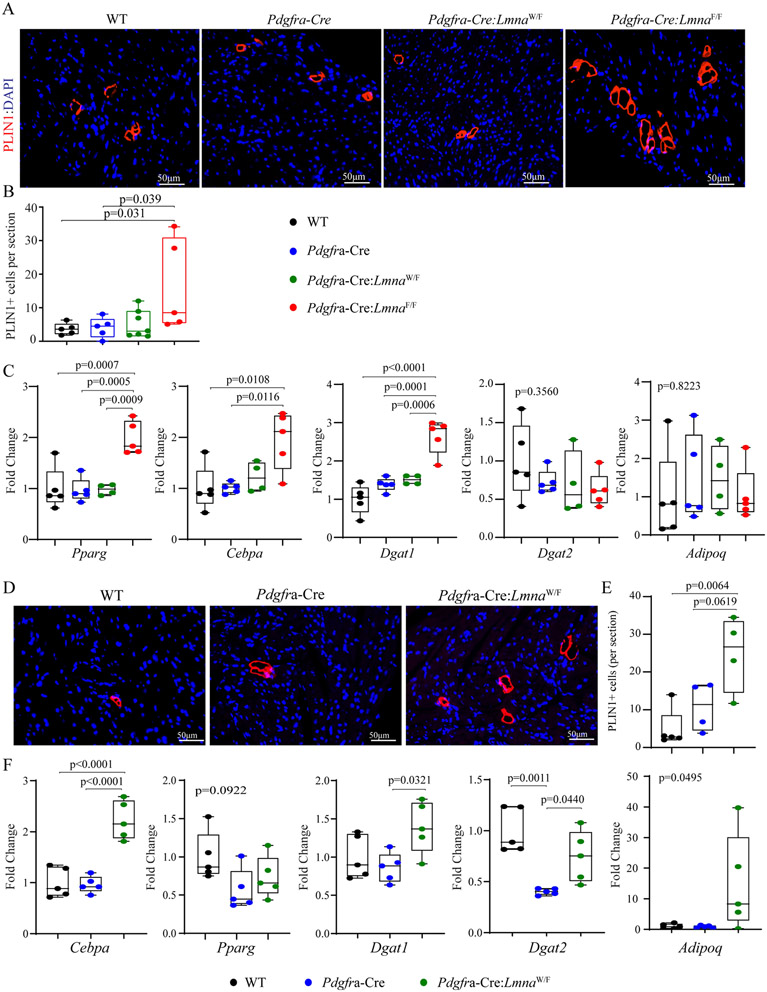
Myocardial adipocytes. (A) Thin myocardial sections were stained for the expression of perilipin 1 (PLIN1), a marker for triglyceride-rich adipocytes in 6 weeks old mice. (B) Quantitative data showing the number of cells stained positive for the expression of PLIN1 per myocardial section in the experimental and control groups at six weeks of age. (C) Transcript levels of selected markers of adipogenesis, quantified by RT-PCR, in the control and experimental groups. (D) Thin myocardial sections were stained for the expression of PLIN1 in the one-year-old *Pdgfra-Cre:Lmna*^W/F^ and the control mice. (E) Quantitative data showing the number of PLIN1 expressing cells per section in one-year-old WT, *Pdgfra-Cre*, and *Pdgfra-Cre:Lmna*^W/F^ mice. (F) Transcript levels of selected markers of adipogenesis in one-year-old WT, *Pdgfra-Cre*, and *Pdgfra-Cre:Lmna*^W/F^ mice.

**Figure 8.**
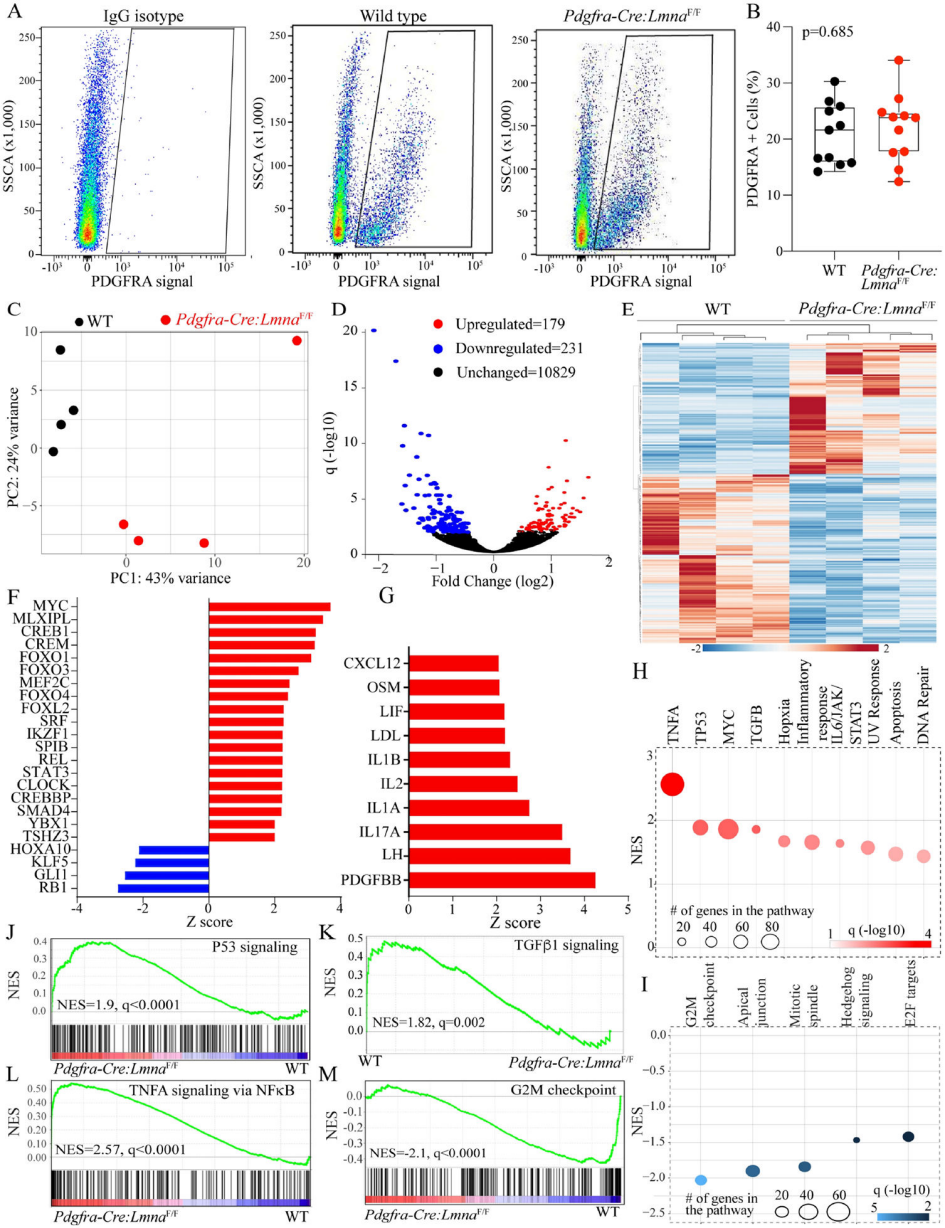
Differentially expressed genes, dysregulated transcriptional regulators, and biological pathways in the LMNA-deficient cardiac fibroblasts. (A) Fluorescence-activated cell sorting (FACS) panels showing the gating for IgG isotype and isolation of the cells expressing PDGFRA in the WT and *Pdgfra-Cre:Lmna*^F/F^ mice. (B) Quantitative data showing the percentage of the non-myocyte cells isolated based on the signaling from an antibody against PDGFRA in the 6-week-old WT and *Pdgfra-Cre:Lmna*^F/F^ mice. (C) Principle component analysis (PCA) of the cardiac fibroblast transcripts shows distinct separation between the WT and *Pdgfra-Cre:Lmna*^F/F^ genotypes. (D) Volcano plot showing the down-regulated (blue), upregulated (red), and unchanged (black) genes in the *Pdgfra-Cre:Lmna*^F/F^ as compared to the WT fibroblasts. (E) Heat map of the differentially expressed genes (DEGs) between the WT and *Pdgfra-Cre:Lmna*^F/F^ fibroblasts. (F) The bar chart represents the predicted transcriptional regulators of the DEGs in *Pdgfra-Cre:Lmna*^F/F^ fibroblasts. Red indicated predicted activation and blue predicted suppression. (G) The bar chart represents predicting growth and mitotic factors based on the DEGs in the *Pdgfra-Cre:Lmna*^F/F^ fibroblasts. (H) Biological pathways predicted to be activated in the *Pdgfra-Cre:Lmna*^F/F^ fibroblasts. (I) Biological pathways predicted to be suppressed in the *Pdgfra-Cre:Lmna*^F/F^ fibroblasts. (J-M) Plots representing gene set enrichment analysis (GSEA) predicting activation of the TP53, TNFA/NFκB, and TGFβ1 and suppression of the cell cycle G2M pathways.

**Figure 9.**
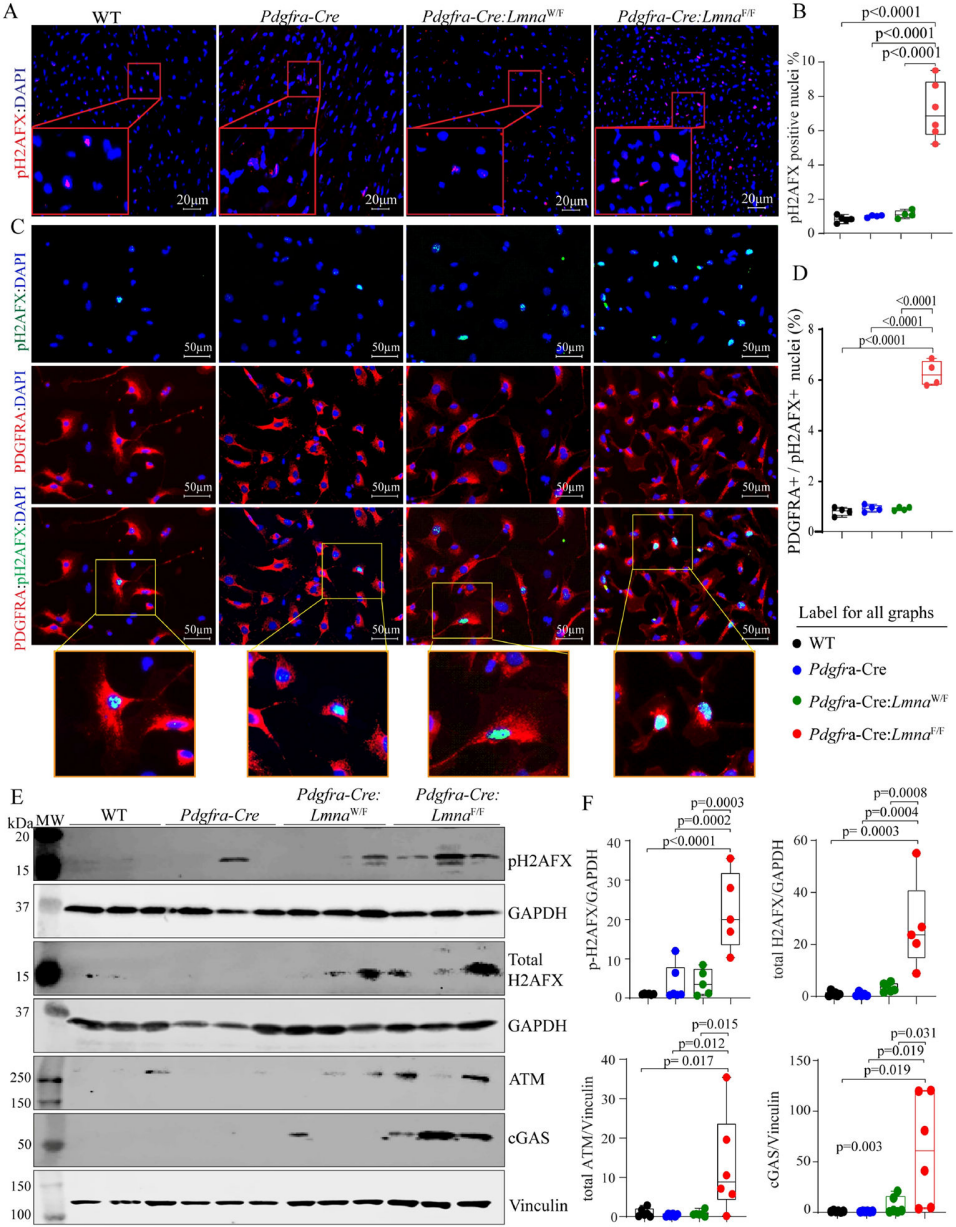
Activation of the DNA Damage Response (DDR) pathway. (A) Immunofluorescence panels showing expression of phospho-H2AFX, a marker for the double-stranded DNA breaks (DSBs) in the myocardial sections. (B) Quantitative data showing the percentage of nuclei staining positive for the expression of pH2AFX. (C) Immunofluorescence panels showing expression of phospho-H2AFX in isolated cardiac fibroblasts. Panels representing the expression of pH2AFX (green color), PDGFRA (red), and the overlay are presented along with enlarged inserts showing the expression of pH2AFX in the nuclei of isolated cardiac fibroblasts. (D) Graph depicting the percentage of the cells co-expressing PDGFRA and pH2AFX in the experimental and control groups. (E) Immunoblots showing expression of selected proteins involved in the DDR pathways, namely pH2AFX, total H2AFX, ATN, and CGAS, along with blot representing controls for the loading conditions, are shown in the WT, *Pdgfra-Cre*, *Pdgfra-Cre:Lmna*^W/F^, and *Pdgfra-Cre:Lmna*^W/F^ mice. (F) Quantitative data corresponding to the blots shown in panel C.

**Figure 10.**
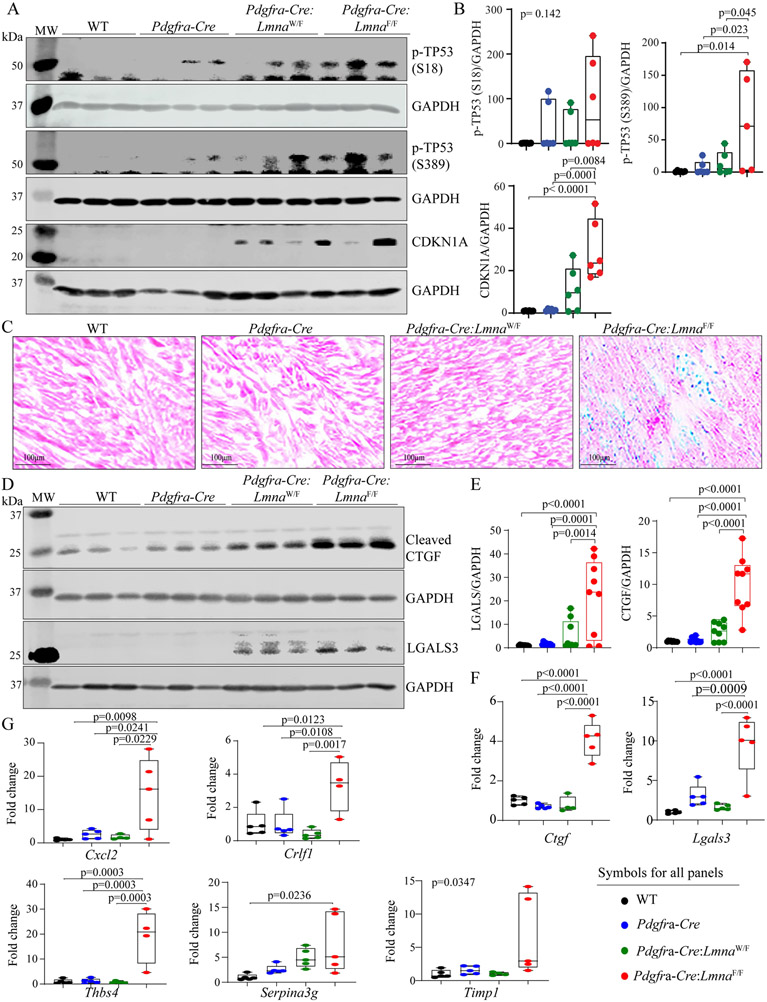
Expression of senescence markers. (A) Immunoblots showing levels of phospho-TP53 S18 and S389 proteins as well as the bonafide downstream target of activation of TP53, namely CDKN1A, in the experimental groups. (B) Quantitative data representing the blots shown in panel A. (C) Thin myocardial sections were stained for the expression of senescence-associated β-galactosidase, detecting its expression in the heart of 6-week-old *Pdgfra-Cre:Lmna*^F/F^ mice. (D) Immunoblots showing increased expression levels of CTGF (CCN2) and LGALS3, SASP markers, in the *Pdgfra-Cre:Lmna*^F/F^ mouse hearts. Quantitative data are shown in panels (E and F). (G) Transcript levels of selected senescence-associated secretory phenotype (SASP), quantified by RT-PCR, showing increased transcript levels in the *Pdgfra-Cre:Lmna*^F/F^ mouse hearts, as compared to other genotypes.

**Table 1.** Echocardiographic phenotype at six weeks of age

	WT	*Pdgfra-Cre*	*Pdgfra-Cre:Lmna* ^W/F^	*Pdgfra-Cre:Lmna* ^F/F^	*P* (ANOVA)
N	11	10	10	12	NA
M/F	6/5	5/5	5/5	6/6	0.995^^^
Age (days)	41.27 ± 1.60	42.3 ± 2.10	43.50 ± 4.20	39.01 ± 1.03	0.058
Body weight (g)	21.59 ± 3.40	22.58 ± 3.00	21.83 ± 2.80	7.64 ± 1.80^#^*^&^	< 0.0001
HR (bpm)	468 ± 28	477 ± 50	516 ± 68	468 ± 53	0.292
AWT (mm)	0.57 ± 0.07	0.64 ± 0.09	0.55 ± 0.04	0.43 ± 0.06^#^*^&^	< 0.0001
LVPWT (mm)	0. 58 ± 0.69	0. 61 ± 0.11	0.55 ± 0.05	0.41 ± 0.06^#^*^&^	< 0.0001
LVEDD (mm)	3.68 ± 0.17	3.62 ± 0.30	3.49 ± 0.36	2.97 ± 0.28^#^*^&^	< 0.0001
LVEDDI (mm/g)	0.17 ± 0.02	0.16 ± 0.02	0.16 ± 0.01	0.40 ± 0.08^#^*^&^	< 0.0001
LVESD (mm)	2.20 ± 0.16	2.16 ± 0.28	2.21 ± 0.35	2.12 ± 0.35	0.915
LVESDI (mm/mg)	0.10 ± 0.01	0.10 ± 0.01	0.10 ± 0.01	0.29 ± 0.07^#^*^&^	< 0.0001
FS (%)	40.20 ± 3.49	40.39 ± 3.71	37.07 ± 4.27	28.82 ± 6.59^#^*^&^	< 0.0001
LV Mass (mg)	59.28 ± 13.09	55.16 ± 10.89	47.42 ± 11.65	25.14 ± 5.46^#^*^&^	< 0.0001
LVMI (mg/g)	2.54 ± 0.32	2.64 ± 0.63	2.17 ± 0.46	3.34 ± 0.48^#^*^&^	< 0.0001

M/F: Male/Female; g: gram; mg: milligram; mm: millimeter; HR: heart rate; bpm: beats per minute; AWT: anterior wall thickness; LVPWT: left ventricular posterior wall thickness; LVEDD: left ventricular end-diastolic diameter; LVEDDi: LVEDD indexed to body weight; FS: fractional shortening; LVM: left ventricular mass; LVMI: LVM indexed to the body weight.

^: denotes *X*^2^: test

#: denotes *P* < 0.05 *vs.* WT

* denotes *P* < 0.05 vs. *Pdgfra-Cre*

&: denotes *P* < 0.05 *vs. Pdgfro-Cre:Lmna*^W/F^. *P*-values were obtained by one-way ANOVA followed by Bonferroni pairwise comparisons.

**Table 2.** Echocardiographic indices of cardiac size and function in 15-month-old *Pdgfra-Cre:Lmna*^W/F^ mice

	WT	*Pdgfra-Cre*	*Pdgfra-Cre:Lmna* ^W/F^	*P* (ANOVA)
N	11	11	14	
M/F	4/7	6/4	7/7	0.670^^^
Age (month)	14.33 ± 2.01	14.50 ± 0.81	15.56 ± 2.16	0.125
Body weight (g)	40.16 ± 4.97	39.151 ± 5.52	35.77 ± 4.21	0.329
HR (bpm)	468 ± 45	459 ± 37	421 ± 25	0.582
AWT(mm)	0.68 ± 0.08	0.63 ± 0.03	0.67 ± 0.10	0.356
LVPWT(mm)	0.75 ± 0.08	0. 64 ± 0.07	0.70 ± 0.07	0.080
LVEDD (mm)	4.08 ± 0.38	4.15 ± 0.44	4.25 ± 0.38	0.534
LVEDDI(mm/g)	0.10 ± 0.01	0.11 ± 0.01	0.12 ± 0.01^#^*	0.0003
LVESD (mm)	2.46 ± 0.40	2.58 ± 0.37	2.89 ± 0.41^#^*	0.036
LVESDI (mm)	0.07 ± 0.01	0.06 ± 0.01	0.08 ± 0.01^#^*	< 0.0001
FS (%)	39.30 ± 5.67	38.00 ± 3.90	32.20 ± 4.91^#^*	0.002
LV Mass (mg)	84.00 ± 13.56	77.02 ± 19.60	88.70 ± 26.01	0.460
LVMI (mg/g)	2.09 ± 0.23	1.94 ± 0.40	2.46 ± 0.50*	0.020

M/F: Male/Female; g: gram; mg: milligram; mm: millimeter; HR: heart rate; bpm: beats per minute; AWT: anterior wall thickness; LVPWT: left ventricular posterior wall thickness; LVEDD: left ventricular end-diastolic diameter; LVEDDi: LVEDD indexed to body weight; FS: fractional shortening; LVM: left ventricular mass; LVMI: LVM indexed to the body weight.

^: denotes *X*^2^: test

#: denotes *P* < 0.05 *vs.* WT

* denotes *P* < 0.05 *vs. Pdgfra-Cre. P*-values were obtained by one-way ANOVA followed by Bonferroni pairwise comparisons.

How the deposited data were processed for this re-analysis (not part of the article)

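RNA of FACS-sorted PDGFRA-positive, lineage-negative cardiac fibroblasts of 4 WT and 4 *Pdgfra-Cre:Lmna* F/F mice aged 3 to 4 weeks was analysed, as 8 libraries with 1 mouse each. The genotype and the replicate number of each library were taken from the sample labels. The same replicate numbers occur in both genotypes, and the replicate block used as an alternative pairs libraries by these numbers. The paper describes littermates but does not state that the numbers stand for pairs.

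The authors depleted ribosomal RNA, sequenced strand-specific libraries of RNA with a RIN above 8 as 150 bp paired-end reads, aligned the reads to mm10 with HISAT2 and counted them with featureCounts on GENCODE genes. The authors deposited whole-number counts per gene symbol, which are not scaled for library size. The methods of the paper name RUV normalization, and the deposited counts do not include it. Each file lists 18957 genes, with a lowest total of 4 counts over the 8 libraries, so genes with fewer counts had been left out before deposition. Of these symbols, 18928 match GENCODE release M21 and 18910 are protein coding, and 24 symbols are written as dates. The dates were kept as listed and enter no gene set. Total counts lay between 2080555 and 12502949 per library, and a gene at 3 counts or fewer was taken to be at the floor. These depths cover counting error only.

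The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0, and in Python 3.11.15. Normalization used TMM factors, and genes were kept with filterByExpr, which left 13036 genes. The genotypes were compared with the quasi-likelihood test of edgeR with genotype as the only term and Benjamini-Hochberg adjustment, and DEGs are genes with an adjusted p under 0.05. Principal components were computed from log2 CPM (prior count 2) of the 500 most variable genes, and the distance between genotype centroids was tested over the 70 assignments of 4 libraries against 4. Single measures were compared with exact two-sided permutation tests, whose smallest p here is 0.0286.

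The gene sets were 21 fixed sets, each with at least 5 tested genes. They were lists of target genes written from general knowledge, Reactome sets shipped with fgsea, and the G2/M and S-phase lists of Seurat 5.3.0. The Hallmark sets and the upstream regulator analysis that the paper used were not analysed here, so an NES given here and one in the paper are of different sets. Genes were ranked by the signed square root of F for fgsea, and camera of limma was run with a correlation between genes of 0.01. Reactome sets with at least 15 tested genes, 682 in number, were scanned after the results for the fixed sets were seen, and 2 lists of clock genes were added.

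The named genes follow a rule written beforehand. They are *Lmna*, the genes named in the text of the paper, the genes the paper measured in hearts, the marker genes, the 5 largest changes in each direction among DEGs whose groups do not overlap, and the 3 members of each gene set with the lowest p. The 24 date-like symbols, *Adipoq*, which the files do not list, and the *Pdgfra-Cre:Lmna* W/F mice, for which there are no libraries, were left out.

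The procedure was tested on simulated counts for the real genes, drawn with the means and library sizes of the data and with 200 genes changed by a known fold, of which 193 at 2-fold and 192 at 4-fold passed the filter. A limit on false calls was set for all 3 tests. DESeq2 exceeded it, with 29.3% false calls at 2-fold and 19.4% at 4-fold, and the limit was then kept for edgeR and limma-voom only. Besides the recovered genes, 17 for edgeR and 15 for limma-voom at 2-fold and 141 and 120 at 4-fold, the false calls were 2 and 0 at 2-fold and 8 and 6 at 4-fold.

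The alternatives were DESeq2, limma-voom with quality weights, RLE and upper-quartile factors, no filter, a filter of at least 10 counts in every library, RUVr with 1 or 2 factors, RUVs with 1 factor, DESeq2 with RUVr, shrunken fold changes, the replicate block, and leaving out each library in turn. For the components they were all genes, the variance-stabilizing transformation, unit variance and all components. For the gene sets they were ranking by log2 fold change, by the DESeq2 statistic, with RUVr, with the replicate block, under the filter of 10 counts and without the genes of the dissociation response, and for camera the correlation estimated from the data. RUV factors were computed from residuals (RUVr) or from replicate differences (RUVs), since the text of the paper does not name the variant. After the results were seen, Y-linked expression as a covariate, thinning of all libraries to 2080555 counts, and further combinations of DESeq2 with RUV and of the variance-stabilizing transformation with a filter or RUVr were added. A difference from a value of the paper was recorded when the ratio exceeded 1.5 and the gap exceeded the replicate SD, or on the ratio alone for a gene with a library at the floor. The error used for fold changes was first a standard error and was changed to the replicate SD after the results were seen. The libraries were searched for values far from the others of their genotype with Dixon's ratio, whose critical value for 4 libraries is 0.829. Gene length and GC content were corrected for with a loess fit of span 0.3. Results for 1 gene and the gene sets named for it, and 1 DNA sequence, are not reported here.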

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

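The mapping of the libraries, the edgeR test, the fixed gene sets, the rule for named genes and the alternatives other than those stated as added were chosen before the data were examined. In this part, the tests of gene-set splits, of Y-linked expression as a covariate, of library complexity, of equal depth, of time of day and of other mesenchymal markers, and the relations of the clock and translation genes, were chosen only after the result was seen.

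Of the 53 DEGs, 45 are not named in the paper. As the genotypes share replicate numbers, the real split was set against the 8 of the 35 splits of the 8 libraries that part the 4 same-numbered pairs. Of these, 1 split, the real one, gave as many DEGs, and 1 did among the 35 (a share of 0.0286), the largest other count being 4. In the splits outside the 8, at least 1 pair stays on one side. The smallest share that 8 splits can give is too large for a threshold of 0.05, so the 8 splits could not have ruled out chance, while the share among the 35 is under it, and nothing in the data shows that same-numbered libraries are pairs. Total counts did not separate the genotypes (exact permutation p 0.286), nor did the genes detected at equal depth (exact p 0.857). With every library thinned to the smallest total, 51 of the 53 DEGs were still called. Among the summed markers of 4 other cell types, the lowest exact p was 0.0857, for endothelial markers, which were lower in knockout libraries by a log2 difference of -0.59. The value deciding this test was changed, after the results were seen, from the lowest adjusted p of single markers to that of the sums. A difference in the share of other cells may contribute and cannot be told apart from the genotype. Summed Y-linked expression gave an exact p of 0.457, with 3 of 4 WT libraries and 1 of 4 knockout libraries high, so sex is unevenly spread. With it as a covariate, 41 of the 53 DEGs were still called, so sex does not account for all of them.

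A library far from the other 3 of its genotype was found in 10 of 140 groups tested, against 7 expected by chance. The search was widened to 13 further genes named in the text after the first results were seen. The Y-linked sum was far lower in WT replicate 3 (Dixon ratio 0.909) and far higher in knockout replicate 4 (0.835) than in the other libraries of their genotype, which the sex of the mice may explain (exact p between genotypes 0.457). *Il6* stood apart in WT replicate 4 (1), with 5 counts there and 0 in the other WT libraries. In WT replicate 2, the library with the fewest counts, *Ccl2* was low (0.893) and *Timp1* (0.902) and *Lgals3* (0.895) were high. *Per3* was low in knockout replicate 2 (0.844). *Ier3* was high in knockout replicate 3 (0.859), and *Foxo3* (0.934) and *Socs3* (0.852) were high in knockout replicate 4. No explanation was tested for these 8 genes.

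*Thy1*, a marker of fibroblasts that the paper does not report on, was lower in knockout libraries (log2 fold change -2.18, SE 0.26, edgeR adjusted p 0.00273), in 4 of 4 libraries below every WT library. It ranged from -2.32 to -1.88 with a library left out, and was past the threshold in 8 of 8 such fits. If fewer mesenchymal cells were present, the other mesenchymal markers would fall too, and 5 of the 7 others were lower, with *Col1a1* and *Col3a1* at -0.51 each. The lowest adjusted p among them was 0.427 (unadjusted 0.0525, *Col3a1*, edgeR), with 0 past the threshold and 0 at an unadjusted p under 0.05, so a fall as large as that of *Thy1* was not shared by them. A lower expression per cell may remain as a hypothesis. Where Y-linked expression was low, *Thy1* had 185 CPM in WT replicate 3 and 48.2, 48.5 and 38.8 CPM in knockout replicates 1 to 3. Where it was high, *Thy1* had 133, 305 and 155 CPM in WT replicates 1, 2 and 4 and 35.6 CPM in knockout replicate 4. These values argue against sex as the cause for *Thy1*, although in each comparison a genotype has a single library. The other limits given above for the DEGs, among them cells of other types, hold for *Thy1* too.

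Outside the genes the paper discusses, 5 more DEGs stood out. *Col4a3* was lower (log2 fold change -2.28, SE 0.30, edgeR adjusted p 0.00492, past the threshold in 8 of the 8 fits without a library), and was chosen after its values were seen. *Lsamp* (-2.51, SE 0.42, adjusted p 0.0221, 5 fits) and *Selenbp2* (-2.41, SE 0.45, adjusted p 0.0368, 3 fits) were lower, and *Hist2h2ac* (2.84, SE 0.52, adjusted p 0.0321, 4 fits) and *Ifitm1* (2.10, SE 0.41, adjusted p 0.0427, 1 fit) were higher. For each of the 5, the 4 knockout libraries lay on one side of the 4 WT libraries, as for every DEG, which is the kind of gene that the test selects, so this is no further test. The paralog *Selenbp1*, at 0.43 with an adjusted p of 0.444, did not fall with *Selenbp2*. No other explanation was tested for the single genes.

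A scan of 682 Reactome sets gave 77 higher and 39 lower in knockout libraries. Translation had an NES of 2.97 (adjusted p 1.11e-22, 114 of 140 genes higher, 0 DEGs) and extracellular matrix organization -2.43 (adjusted p 7.13e-13, 76 of 199 genes higher, 5 DEGs). After correction of the ranking for gene length and GC content the NES was 2.88 and -2.17. Of the 8 splits, 3 gave an NES as large for translation (7 of the 35) and 1 for the matrix set (1 of the 35). A relation of the translation genes to the number of genes detected at equal depth among libraries of a genotype was not shown (Pearson r 0.401, exact permutation p 0.337; Spearman rho 0.405, exact p 0.361), and that number did not separate the genotypes (exact p 0.857). The 8 splits could not have ruled out chance for either set, and among the 35 the share of the matrix set was 0.0286.

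Clock genes that peak with *Dbp*, *Per* and *Nr1d1* had an NES of 2.24 (adjusted p 1.14e-05, 10 of 10 genes higher), and of 2.24 after correction for gene length and GC content. The list was added after results were seen and 4 of its genes are DEGs, so neither its NES nor its sum is an independent test. Of the 8 splits, 2 gave an NES as large (5 of the 35), and 2 did so for the genes of the *Arntl* phase (9 of the 35), whose NES was -1.63 (adjusted p 0.123). Their sums had an exact permutation p of 0.0286, the smallest the design can give, and 0.0857, the latter overlapping between genotypes. A relation of the clock genes to the dissociation response within a genotype was not shown (Pearson r -0.0877, exact p 0.819, and Spearman rho -0.167, exact p 0.729). With 8 libraries, the test cannot rule such a relation out. A shift in the time of day at which tissue was taken may explain the pattern and cannot be told apart from an effect of the genotype.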

How the results depend on the processing

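Among the tests in this part, those with Y-linked expression as a covariate, with thinned libraries, with DESeq2 combined with 2 RUVr factors or 1 RUVs factor, and with a filter or RUVr before the variance-stabilizing transformation were chosen only after the result was seen.

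The 53 DEGs kept their direction in each of the fits that tested them. RLE factors gave 53 DEGs, upper-quartile factors 50 and the filter of at least 10 counts in every library 58. DESeq2 gave 303 DEGs (135 higher, 168 lower), limma-voom 126 (63 higher, 63 lower) and no filter 274 (126 higher, 148 lower). RUVr with 1 factor gave 85 (46 higher, 39 lower), RUVr with 2 factors 338 (157 higher, 181 lower), RUVs with 1 factor 85 (46 higher, 39 lower) and DESeq2 with 1 RUVr factor 456 (241 higher, 215 lower). The lists with upper-quartile factors and with the filter of 10 counts each held 50 of the 53 DEGs, limma-voom held 49 and RUVs 51, and the others held the 53. The share of higher genes moved from 41.5% to 54.1% with 1 RUVr or RUVs factor and to 52.9% with DESeq2 and 1 RUVr factor. Of the settings chosen after seeing the data, DESeq2 with 2 RUVr factors gave 813 DEGs (384 higher, 429 lower), DESeq2 with 1 RUVs factor 404 (208 higher, 196 lower), the Y-linked covariate 119 (63 higher, 56 lower, 52.9% higher), the same covariate in DESeq2 606 (304 higher, 302 lower) and thinned libraries 63. The 8 fits that each left out a library gave 13 to 76 DEGs, 1 to 40 higher and 12 to 36 lower, and the share of higher genes lay between 7.69% and 52.6%. The cause was not tested. The counts from DESeq2 are to be read beside its false calls on simulated data, 29.3% of its calls at 2-fold and 19.4% at 4-fold. For edgeR the false share was 10.5% at 2-fold and 5.37% at 4-fold. In the data, DESeq2 called up to 137 genes in a split other than the real one, against 4 with edgeR. The median over the other splits was 2 with DESeq2 and 0 with edgeR. Some of these splits keep most libraries of a genotype together, so such calls need not all be false.

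A replicate block that pairs libraries by their number gave 36 DEGs (16 higher, 20 lower), of which 26 were among the 53. With this block, the NES of the MYC targets was 1.46 and that of the Reactome G2 M checkpoints 0.646, the log2 fold change of *Foxo4* turned to -0.0604 and that of *Mlxipl* to -0.125, and 12 of the named genes were no longer called while 3 were newly called. Deviations from the genotype means had a mean correlation of -0.00530 between the 4 pairs with the same number and 0.00198 between the 12 other pairs, so that libraries with the same number were no more alike than others. The paired result is therefore given here only.

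PC1 held 26.2% of the variance, and 25.0% with all genes and 26.7% with unit variance. It held 43.99% after the variance-stabilizing transformation and, chosen after seeing the data, 43.2% with the filter of 10 counts added and 50.9% with 1 RUVr factor removed. Leaving out each library gave 27.9% to 31.5%. The distance between the genotypes was past the threshold, at the smallest exact p the design can give (0.0286), in each alternative that kept the 8 libraries. It was 73.5 with all genes, 18.5 after the variance-stabilizing transformation, 16.6 with unit variance, 39.2 over all components, and, chosen after seeing the data, 20.6 with the filter and 18.7 with RUVr. Leaving out each library gave 36.2 to 42.6. These distances are in different units and cannot be compared with each other. The cause was not tested.

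The NES of the NF-kB targets (1.75 to 2.11 in the alternatives set first), CREB targets (2.12 to 2.58), the dissociation response (2.25 to 2.91) and the G2/M genes (-2.78 to -1.60) kept their direction and their side of the threshold in those alternatives that kept the 8 libraries. Ranking by log2 fold change moved other sets across the threshold or 0, namely MYC targets to 1.22, TGF-beta targets to 1.55, Hedgehog targets to -1.45, mitotic prometaphase to -2.29, cellular senescence to 1.06, DNA repair to 1.30, signaling by PDGF to 1.18 and the S-phase genes to -0.940. RUVr with 1 factor gave 1.51 for the MYC targets and 0.841 for the G2 M checkpoints. The filter of 10 counts gave 0.987 for the G2 M checkpoints and 0.710 for the E2F set. Without the genes of the dissociation response, the MYC targets had 1.58 and cellular senescence 1.25. The Y-linked covariate, chosen after seeing the data, gave 1.18 for the NF-kB targets, 0.924 for the MYC targets, 1.48 for the TGF-beta targets, -1.68 for the Hedgehog targets, -1.73 for TNF signaling, 0.916 for the G2 M checkpoints, 1.34 for cellular senescence and 1.38 for DNA repair. For TNF signaling this was past the threshold, and for the other sets it was not. With each library left out in turn, the NES ranged from 1.57 to 2.15 for the NF-kB targets, 1.15 to 2.12 for the MYC targets, 1.59 to 1.94 for the TGF-beta targets, -2.10 to -1.47 for the Hedgehog targets and -0.943 to 0.971 for the G2 M checkpoints. It ranged from -1.47 to -0.660 for mitotic prometaphase, 1.17 to 1.48 for cellular senescence, -0.967 to 1.22 for the secretory phenotype and -1.69 to -1.30 for signaling by PDGF. The cause was not tested.

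With camera, the medians do not depend on the correlation between genes, but the p does. At the preset correlation, the MYC targets (adjusted p 0.0686), cellular senescence (0.105) and signaling by PDGF (0.274) were not past the threshold, although they were with fgsea. At the estimated correlation, none of the fixed sets was past the threshold. The medians that lost it were 0.23 for the NF-kB targets, 0.55 for the dissociation response, 1.45 for the CREB targets, 0.27 for the TGF-beta targets, -0.36 for the Hedgehog targets, 0.14 for DNA repair and -0.93 for the G2/M genes. These are medians of the values used with camera. Those of the edgeR fold changes differ, most for the TGF-beta targets, with 0.48. The adjusted p of the dissociation response ranged from 9.61e-17 over its camera alternatives to 0.0753 at the estimated correlation, and that of the G2/M genes from 3.40e-05 to 0.347.

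Among the named genes, the log2 fold change of *Cdkn1a*, -0.14, turned to 0.22 with limma-voom and, with the Y-linked covariate, to 0.0241 in edgeR and 0.00383 in DESeq2. Fits without a library gave -0.40 to 0.38. *Foxo1*, at -0.52, had 0.00323 with the Y-linked covariate. *Myc*, at 0.00, fell below 0 with DESeq2 (-0.0118, shrunken -0.00638), RLE factors (-0.00475), upper-quartile factors (-0.00396), no filter (-0.0129), RUVr with 1 factor (-0.0520) or 2 factors (-0.0764), RUVs (-0.0605) and DESeq2 with 1 RUVr factor (-0.0671). Settings chosen after seeing the data gave *Myc* -0.0959 for DESeq2 with 2 RUVr factors, -0.0758 for DESeq2 with RUVs, -0.0802 in thinned libraries, and -0.0195 and -0.0417 for DESeq2 shrinkage with 1 and 2 RUVr factors. With limma-voom, *Foxo3* turned from 0.17 to -0.0866 and *Mlxipl* from 0.37 to -0.590. *Foxo4*, at 0.03, had -0.0755 in thinned libraries, and *Pdgfb*, at -0.08, had 0.126 with the Y-linked covariate in edgeR and 0.124 in DESeq2. Leaving out each library gave -0.229 to 0.359 for *Myc*, -0.755 to 0.121 for *Crem*, -0.347 to 0.329 for *Foxo3*, -0.255 to 0.247 for *Foxo4*, -0.126 to 0.849 for *Mlxipl*, -0.488 to 0.162 for *Pdgfb* and -0.248 to 0.0357 for *Rb1*. None of these genes was past the threshold in any fit. Of the other values of named genes in fits with the 8 libraries, 895 kept their direction and their side of the threshold, 164 gained it and 24 lost it. In fits that left out a library, 351 kept it, 7 gained it and 94 lost it.

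In simulated data of this depth and number of libraries, edgeR recovered 8.81% of the genes changed 2-fold and 73.4% of those changed 4-fold. Changes near 2-fold were thus for the most part not called in these simulated data. The simulation does not separate depth from the number of libraries, and 51 of the 53 DEGs were still called in thinned libraries. The smallest library, WT replicate 2, had 2080555 counts, and genes such as *Ch25h*, with at most 16 counts in a WT library, have imprecise fold changes. Under the filter of 10 counts in every library, *Ch25h*, *Dgat2*, *Ect2*, *Hist2h2ac*, *Il6*, *Mki67*, *Mlxipl* and *Nr4a2* gave no value, and in thinned libraries *Ch25h*, *Ect2*, *Il6*, *Mki67* and *Mlxipl* gave none.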

Differences from the paper's values

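There were 53 DEGs against the paper's 410. Of the alternatives set before the data were examined, DESeq2 (303), no filter (274), RUVr with 2 factors (338) and DESeq2 with 1 RUVr factor (456) came within 1.5 times the paper's count. Those with limma-voom (126), RLE factors (53), upper-quartile factors (50), the filter of 10 counts (58), RUVr with 1 factor (85) and RUVs (85) did not. DESeq2 with 1 RUVs factor (404) and DESeq2 with Y-linked expression as a covariate (606), both chosen after seeing the values, also came within that range. Settings chosen after seeing the values that did not were DESeq2 with 2 RUVr factors (813), the Y-linked covariate in edgeR (119) and thinned libraries (63).

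Of the DEGs, 31 were lower against the paper's 231. Among the alternatives set before the data were examined, DESeq2 (168), RUVr with 2 factors (181) and DESeq2 with 1 RUVr factor (215) came within 1.5 times, and no filter (148), limma-voom (63), RLE factors (31), upper-quartile factors (29), the filter of 10 counts (33), RUVr with 1 factor (39) and RUVs (39) did not. DESeq2 with 1 RUVs factor (196) and DESeq2 with the Y-linked covariate (302), both chosen after seeing the values, did. For higher genes the count was 22 against the paper's 179. DESeq2 (135), no filter (126), RUVr with 2 factors (157) and DESeq2 with 1 RUVr factor (241) came within 1.5 times, while limma-voom (63), RLE factors (22), upper-quartile factors (21), the filter of 10 counts (25), RUVr with 1 factor (46) and RUVs (46) did not, all of them set before the data were examined. DESeq2 with 1 RUVs factor (208), chosen after seeing the values, did.

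*Ch25h* was 22.6-fold higher against the paper's 3.7-fold. Because 2 WT libraries are at the floor, it was judged by the ratio of the folds alone. On that rule, none of the alternatives set before the data were examined in which it was tested closed the gap, from 2.09-fold with DESeq2 shrinkage and 12.9-fold with limma-voom to 25.6-fold with DESeq2 and 1 RUVr factor, and from 17.8-fold without WT replicate 3 to 49.6-fold without WT replicate 4 in the fits that left out a library. If the replicate SD of 15.9 were counted as well, shrinkage, limma-voom, RUVr with 2 factors (18.7-fold) and the fits without WT replicate 1 (18.9-fold) or 3 or knockout replicate 3 (18.1-fold) would close it. DESeq2 with 2 RUVr factors and shrinkage, chosen after seeing the values, gave 2.66-fold. *Nr4a2* was 6.85-fold higher against the paper's 3.5-fold. Of the alternatives set before the data were examined, DESeq2 shrinkage (2.43-fold), limma-voom (5.68-fold) and leaving out WT replicate 2 (6.02) or 3 (5.50) or knockout replicate 2 (5.99) or 3 (6.05) closed the gap, and the other fits without a library, DESeq2 (7.02), RLE factors (6.89), upper-quartile factors (6.83), no filter (6.74), RUVr with 1 factor (7.43) or 2 factors (6.94), RUVs (6.90) and DESeq2 with 1 RUVr factor (7.70) did not. DESeq2 shrinkage with 1 RUVr factor (2.52-fold) and with 2 RUVr factors (2.88-fold), both chosen after seeing the values, also closed it. The paper gives a joint range of 4 to 6-fold for *Wfdc1*, *Col4a4* and *Cxcl14* and no fold for each. *Cxcl14* was 11.7-fold lower. Set against 6, the upper end of the paper's range, it is not counted as a difference because the gap is within the replicate SD of 7.36, an error that was put in place of the standard error after seeing the values; with the standard error it was counted as one. It does count as one without WT replicate 1 (13.9-fold) and without knockout replicate 4 (14.6-fold), and with the Y-linked covariate, chosen after seeing the values, so do *Wfdc1* (9.78-fold in edgeR, 9.82-fold in DESeq2) and *Col4a4* (6.41-fold and 6.42-fold). *Col4a4* was set against 4, the lower end of the range, and set against 6 it would not count as differing.

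PC1 held 26.2% of the variance against the paper's value of about 43% in Fig. 8C, read by eye. The variance-stabilizing transformation gave 43.99%, and PC1 also came within 1.5 times the paper's value without WT replicate 2 (30.0%) or 3 (30.6%) and without knockout replicate 1 (28.9%), 2 (31.5%), 3 (31.3%) or 4 (30.9%). All genes (25.0%), unit variance (26.7%) and leaving out WT replicate 1 (28.5%) or 4 (27.9%) did not close the gap, all of these set before the data were examined. The filter of 10 counts with that transformation (43.2%) and removal of 1 RUVr factor (50.9%), both chosen after seeing the values, did.

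The paper states that samples separate by genotype in the components. The distance between genotypes had an exact permutation p of 0.0571, and of 0.0286 with all genes, the variance-stabilizing transformation, unit variance and all components, and also with the filter or RUVr, chosen after seeing the values. The paper ranks *Egr2* above *Ch25h* and *Nr4a2*. The log2 fold changes were 4.50 for *Ch25h*, 2.78 for *Nr4a2* and 2.65 for *Egr2*, and *Egr2* came first with DESeq2 shrinkage, at 3.07-fold, and with DESeq2 shrinkage and 1 RUVr factor, chosen after seeing the values, at 3.25-fold, in both ahead of *Nr4a2* and then *Ch25h*. *Egr2* was above *Nr4a2* but below *Ch25h* with limma-voom, RUVs, DESeq2 with RUVs (chosen after seeing the values), and without WT replicate 3 or knockout replicate 2. *Lsamp* (-2.51) and *Selenbp2* (-2.41) fell further than *Col4a4* (-2.31), which the paper names among the strongest decreases. *Col4a4* fell further than both with DESeq2 shrinkage, RUVs, without WT replicate 3 or knockout replicate 2, and, chosen after seeing the values, in DESeq2 with 2 RUVr factors, with RUVs, and with shrinkage and 1 or 2 RUVr factors. The paper predicts activation of TNF and PDGFBB signaling. Reactome TNF signaling had an NES of -1.19 and signaling by PDGF -1.43, and with ranking by log2 fold change the latter was 1.18. The paper's G2M and E2F results were set against Reactome sets, whose NES were -0.792 and -0.897, not past the threshold in any setting, while the G2/M genes, at -2.11, were past it. These sets are not those of the paper.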

Other observations

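In this part, the gene-set splits and the tests of myocyte RNA and mislabelling were chosen only after the result was seen.

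Of the 8 splits of the libraries that part the same-numbered pairs, the number with an absolute NES as large as the real one was 1 for the dissociation response (1 of the 35 splits), 1 for the CREB targets (1 of 35) and 1 for DNA repair (1 of 35). It was 2 for signaling by PDGF (5 of 35) and for interleukins (10 of 35), 3 for the MYC (12 of 35), TGF-beta (12 of 35) and Hedgehog targets (4 of 35) and for cellular senescence (8 of 35), and 4 for the NF-kB targets (9 of 35), the G2/M genes (15 of 35) and TNF signaling (19 of 35). It was 5 for the TGF-beta receptor complex (18 of 35), the secretory phenotype (25 of 35) and the S-phase genes (18 of 35), 6 for the E2F set (27 of 35) and signaling by Hedgehog (19 of 35), 7 for the G2 M checkpoints (32 of 35) and 8 for mitotic prometaphase (29 of 35). No share of 8 splits can fall under 0.05, so the 8 splits could not have ruled out chance for any set, while among the 35 a count of 1 is a share of 0.0286. Correction of the ranking for gene length and GC content moved the Hedgehog targets to an NES of -1.35 (fgsea unadjusted p 0.139, from 0.00851), signaling by PDGF to -1.31 (0.0569, from 0.00579) and mitotic prometaphase to -1.64 (0.00573, from 0.500).

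Of the DEGs, 5 were immediate-early genes, with *Nr4a2* (2.78), *Egr2* (2.65), *Btg2* (2.08), *Nr4a1* (1.92) and *Ier3* (1.88) higher in knockout libraries. Genes that respond to tissue dissociation, 22 outside the DEGs and the CREB list, were higher by 0.54 log2 (exact permutation p 0.0286, 4 of 4 knockout libraries above every WT library), and by 0.50 without heat-shock genes. A stronger response to dissociation may therefore explain the immediate-early genes. Within a genotype, the 2 lists had a Pearson r of 0.124 (exact p 0.809; Spearman rho 0, exact p 1), and -0.00657 without the 2 farthest libraries. The immediate-early genes cannot be told apart from a dissociation response by these data.

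In knockout replicate 4, summed myocyte markers reached 5424 CPM, against 798 on average in WT libraries. Of 12 further myocyte genes, 12 were highest there, with a sum of 1288 CPM against 239 in the next library, 5.39-fold. RNA of cardiac myocytes in that library may explain this, and no biological explanation was tested. *Lmna*, at 90.4 CPM there, was below the other knockout libraries and the WT libraries, which is not what a swap of labels with a WT library would give.

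Of 29 tested genes that the paper measured in whole hearts, 20 were higher and 9 lower in the sorted cells, 12 at an unadjusted p under 0.05. *Gadd45b* was past the threshold over all genes (log2 fold change 1.74, SE 0.30, edgeR adjusted p 0.0239, 4 of 4 knockout libraries above every WT library). *Dgat2* (2.69, edgeR adjusted p 0.0709), *Lgals3* (2.73, 0.189), *Timp1* (1.63, 0.192) and *Postn* (1.68, 0.264) were higher, and *Postn* was 0.37 to 2.10 with a library left out. *Pcolce* (-0.90, 0.133), *Col1a1* (-0.51, 0.560) and *Col3a1* (-0.51, 0.427) were lower. *Cdkn1a* (-0.14, 0.947), which the paper measured as protein in hearts of older mice, showed little change in RNA.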
